# Hepatocyte-specific deletion of *Pparα* promotes NAFLD in the context of obesity

**DOI:** 10.1038/s41598-020-63579-3

**Published:** 2020-04-16

**Authors:** Marion Régnier, Arnaud Polizzi, Sarra Smati, Céline Lukowicz, Anne Fougerat, Yannick Lippi, Edwin Fouché, Frédéric Lasserre, Claire Naylies, Colette Bétoulières, Valentin Barquissau, Etienne Mouisel, Justine Bertrand-Michel, Aurélie Batut, Talal Al Saati, Cécile Canlet, Marie Tremblay-Franco, Sandrine Ellero-Simatos, Dominique Langin, Catherine Postic, Walter Wahli, Nicolas Loiseau, Hervé Guillou, Alexandra Montagner

**Keywords:** Systems analysis, Metabolic disorders

## Abstract

Peroxisome proliferator activated receptor α (PPARα) acts as a fatty acid sensor to orchestrate the transcription of genes coding for rate-limiting enzymes required for lipid oxidation in hepatocytes. Mice only lacking *Pparα* in hepatocytes spontaneously develop steatosis without obesity in aging. Steatosis can develop into non alcoholic steatohepatitis (NASH), which may progress to irreversible damage, such as fibrosis and hepatocarcinoma. While NASH appears as a major public health concern worldwide, it remains an unmet medical need. In the current study, we investigated the role of hepatocyte PPARα in a preclinical model of steatosis. For this, we used High Fat Diet (HFD) feeding as a model of obesity in C57BL/6 J male Wild-Type mice (*WT*), in whole-body *Pparα*^*-*^ deficient mice (*Pparα*^*−/−*^) and in mice lacking *Pparα* only in hepatocytes (*Pparα*^*hep−/−*^). We provide evidence that *Pparα* deletion in hepatocytes promotes NAFLD and liver inflammation in mice fed a HFD. This enhanced NAFLD susceptibility occurs without development of glucose intolerance. Moreover, our data reveal that non-hepatocytic PPARα activity predominantly contributes to the metabolic response to HFD. Taken together, our data support hepatocyte PPARα as being essential to the prevention of NAFLD and that extra-hepatocyte PPARα activity contributes to whole-body lipid homeostasis.

## Introduction

Non alcoholic fatty liver disease (NAFLD) has become a major public health concern worldwide^1^. NAFLD ranges from benign steatosis to non alcoholic steatohepatitis (NASH), which may progress to irreversible damage, such as fibrosis or hepatocarcinoma. The hallmark of NAFLD is an elevated level of neutral lipids, which accumulate as lipid droplets in hepatocytes^2^. Although the aetiology of the disease is not fully understood, it is strongly associated with obesity and type 2 diabetes (T2D). In human NAFLD, the fatty acids that accumulate in hepatocytes originate from dietary fat^3,4^, adipose tissue lipolysis and hepatic *de novo* lipogenesis^3^. In T2D, adipose tissue insulin resistance promotes lipolysis, whereas hyperglycaemia combined with hyperinsulinemia sustains hepatic *de novo* lipogenesis^5^.

Given the burden of the NAFLD epidemic, identifying molecular players that can be targeted is a rather important issue^6,7^. Moreover, finding drugs that may be used to treat NASH and its progression to irreversible liver disease is a so far unmet medical need to be solved^8,9^. Among drugs currently being tested in clinical trials are a number of molecules that activate the peroxisome proliferator activated receptors (PPARs)^8,10^. Three PPAR isotypes are known (α, β/δ, and γ), and they are members of the nuclear receptor family, which act as fatty acid sensors that orchestrate transcription in response to a variety of endogenous ligands^10^, such as fatty acids^11^, fatty acid derivatives^12^ and phospholipids^13^. Once activated by the binding of these lipids, PPARs may either induce or repress the expression of their specific target genes. PPARs are influential regulators of genes involved in metabolism in different tissues^14^. Therefore, several pharmacological agonists have been developed, tested in preclinical models of NAFLD^15,16^, and are currently being either used or tested in clinical trials for the treatment of metabolic diseases, and especially NAFLD^16^.

PPARα is the most abundant PPAR isotype in the healthy liver^17^ and in hepatocytes, PPARα regulates the expression of thousands of genes and contributes to the remarkable metabolic flexibility of the liver^18–21^. PPARα is particularly active during suckling^22–24^ and fasting^19,20,25–28^, two conditions in which fatty acids are a preferred source of energy for the organism. PPARα is also expressed in many other tissues, including skeletal muscle^29^, adipose tissues^30–33^, intestine^34^, heart^35^, and kidney^36^. Germline deletion of *Pparα* renders mice susceptible for many metabolic defects including obesity^37^, steatosis^37–39^, hepatic inflammation^40^ and steatohepatitis^41^, but not diabetes^42,43^. We have shown recently that a hepatocyte-specific deletion of *Pparα* induces spontaneous steatosis in aging mice and blunts fasting-induced ketogenesis^19,20^. Moreover PPARα is required for the expression of fibroblast growth factor 21 (FGF21)^44,45^, a liver-derived hormone with many endocrine^46^ and hepatoprotective functions^47,48^.

In the present study, we evaluated the importance of hepatocyte PPARα in steatosis associated with diet-induced obesity. We provide evidence that in mice fed a high fat diet (HFD), *Pparα* deletion in hepatocytes is sufficient to promote NAFLD. In addition, analysis of the hepatic transcriptome, lipidome, and metabolome, demonstrated that extrahepatic PPARα activity significantly contributes to metabolic homeostasis in response to HFD consumption.

## Results

### Hepatic and total *Pparα* deficiencies dissociate HFD-induced obesity and fatty liver from glucose intolerance

Male mice from different genotypes, namely wild-type (*WT*), germline *Pparα*-null (*Pparα*^*−/−*^) and hepatocyte-specific *Pparα*-null (*Pparα*^*hep−/−*^), were fed a low-fat diet (10% fat, CTRL) or a HFD (60% fat) at 8 weeks of age for 10 weeks at thermoneutrality (30 °C). At the beginning of the experiment, the *Pparα*^*−/−*^ mice were already significantly heavier than the *WT* and *Pparα*^*hep−/−*^ mice (Fig. 1a). All mice, independently of the genotype became overweight and gained approximately 15 g in response to HFD consumption (Fig. 1a,b). Moreover, unlike *WT* and *Pparα*^*hep−/−*^ mice, *Pparα*^*−/−*^ mice on CTRL diet also gained significant body weight. Therefore, *Pparα*^*−/−*^ mice became more overweight than *Pparα*^*hep−/−*^ and *WT* mice at thermoneutrality. In CTRL mice, oral glucose tolerance (OGTT) tested after 10 weeks of HFD feeding was similar regardless of the genotype (Fig. 1c,d). In the HFD-fed groups, *WT* mice became glucose intolerant whereas *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice were protected against this intolerance (Fig. 1c,d). These results are consistent with fasted glucose levels that increased in response to HFD only in *WT* mice, but not in *Pparα*^*hep−/−*^ or *Pparα*^*−/−*^ mice (Fig. 1e). Therefore, HFD feeding leads to fasting hyperglycaemia and glucose intolerance in *WT* mice, but not in *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice.

**Figure 1:**
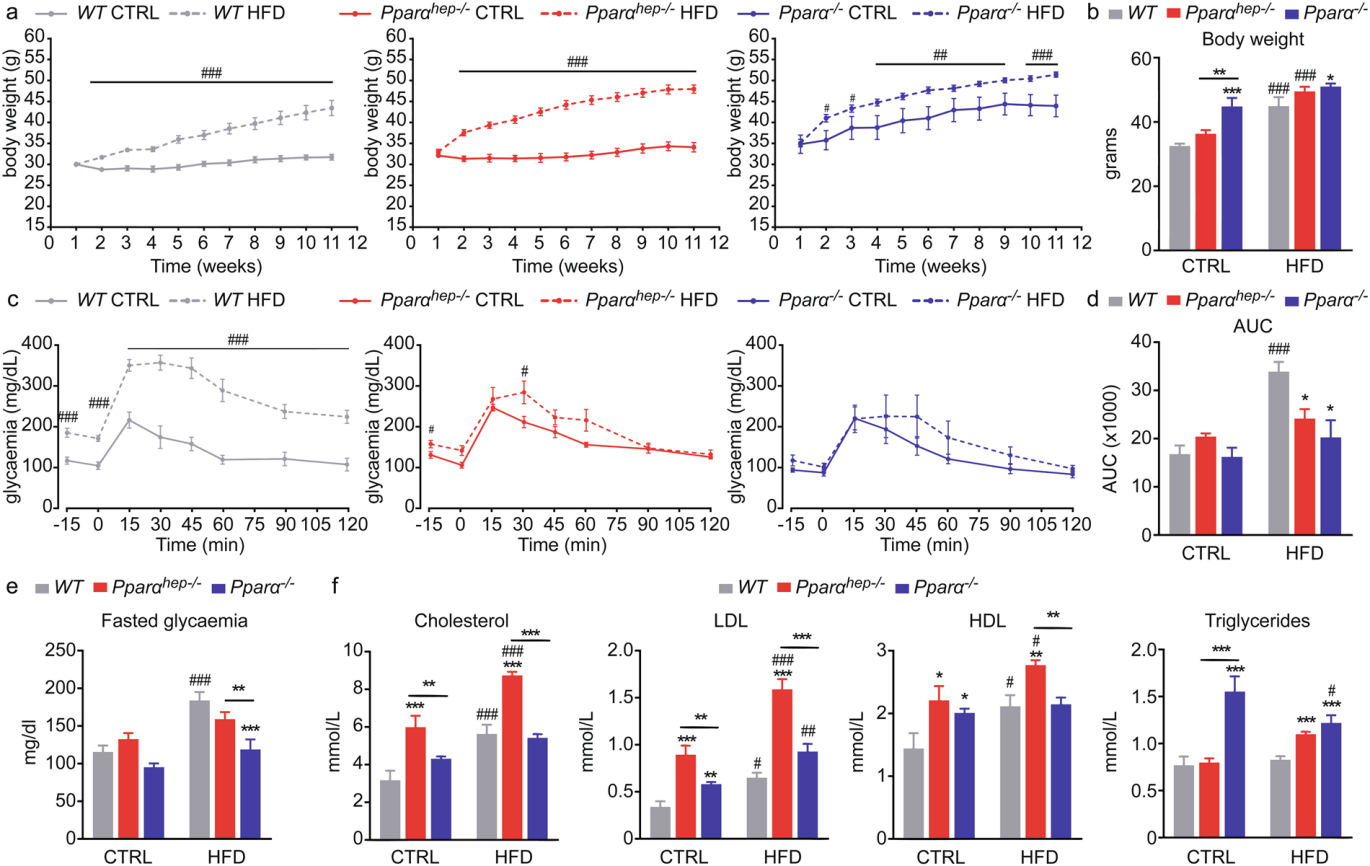
Hepatic and total *Pparα* deficiency does not promote glucose intolerance in HFD- induced obesity. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Body weight gain determined every week during the experiment. (**b**) Body weight at the end of the experiment. (**c**) Blood glucose measured during the oral glucose tolerance test (2 g/kg of body weight). (**d**) Area under the curve obtained after the oral glucose tolerance test. (**e**) Quantification of fasted glycaemia. (f) Plasma cholesterol (total, HDL, and LDL) and triglyceride plasma levels. Data represent mean ± SEM. #, significant diet effect and *, significant genotype effect. ^#^ or *p ≤ 0.05; ## or **p ≤ 0.01; ^###^ or ***p ≤ 0.001.

Different biochemical analyses were performed in plasma from fed animals (Fig. 1f). Total cholesterol, LDL-cholesterol, and HDL-cholesterol tended to increase in response to HFD diet in all three genotypes. However, we found that levels of the 3 lipid parameters were higher in the plasma of *Pparα*^*hep−/−*^ mice than plasma from *WT* and *Pparα*^*−/−*^ mice. Triglycerides were elevated in *Pparα*^*−/−*^ mice fed the CTRL diet and the HFD diet. Triglycerides were elevated in response to HFD only in *Pparα*^*hep−/−*^ mice, but were lower in HFD-fed *Pparα*^*−/−*^ mice compared to control diet-fed *Pparα*^*−/−*^ mice. Taken together, our results show that both hepatocyte-specific and whole-body deletions of *Pparα* promote obesity, which is dissociated from glucose intolerance in mice housed at thermoneutrality and fed a HFD.

### Hepatic and total *Pparα* deficiencies promote liver steatosis, inflammation, and injury in HFD-induced obesity

First, we performed histological analysis in order to investigate whether the lack of *Pparα* either globally or liver specific was associated with changes in liver integrity (Fig. 2a). We observed that *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice developed steatosis upon CTRL diet feeding. In HFD, steatosis in *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice was much more severe than for WT mice, which is in agreement with their respective liver weight (Fig. 2a,b). To better characterize liver injury, we used the NAFLD activity scoring (NAS)^49^ based on the severity of NAFLD and the degree of inflammation (Fig. 2c). This NAS revealed that *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice fed a HFD exhibited increased lipid droplet deposition in the liver (Fig. 2a,c), which is confirmed by measurement of triglyceride liver content (Fig. 2e). NAS and inflammation scoring also revealed that HFD did not significantly increase hepatic inflammation in WT mice contrarily to both *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice for which at least 75% of mice presented a NAS higher or equal to 7 (Fig. 2c,d). In agreement with increased inflammation, HFD significantly increased plasma markers of liver injury (ALT and AST) in *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice (Fig. 2f).

**Figure 2:**
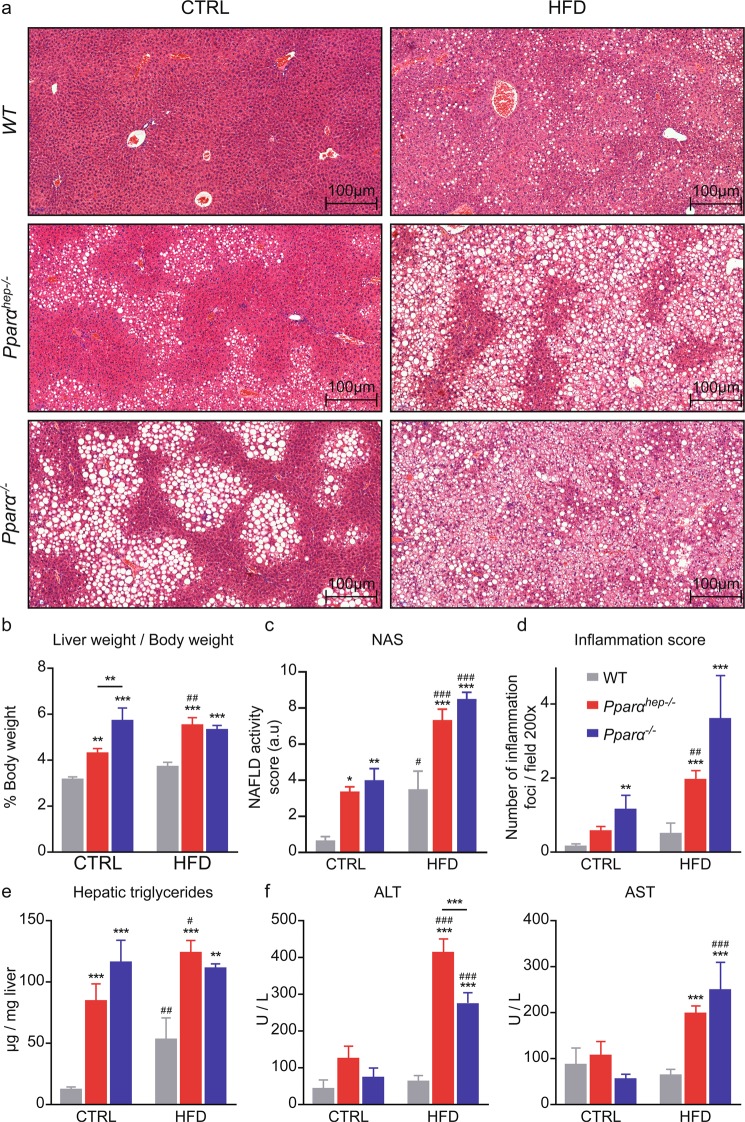
Hepatic and total *Pparα* deficiency promote liver steatosis and inflammation in HFD-induced obesity. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Representative pictures of Haematoxylin and Eosin staining of liver sections. Scale bars, 100 µm. (**b**) Liver weight as a percentage of body weight. (**c**) NAFLD activity score (NAS). (**d**) Histological scoring of inflammation foci in 10 distinct areas at 200×. (**e**) Quantification of hepatic triglycerides (**f**) Plasma ALT and AST. Data represent mean ± SEM. #, significant diet effect and *, significant genotype effect. ^#^ or *p ≤ 0.05; ## or **p ≤ 0.01; ^###^ or ***p ≤ 0.001.

### Gene expression profile in *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice in response to HFD-induced obesity

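Liver RNA from 48 male mice was hybridised to Agilent arrays, with 1 array per mouse and 8 mice in each of 6 groups. The groups were *WT* mice, *Pparα*-/- mice, which lack the gene in every cell, and *Pparα* hep-/- mice, in which an albumin-driven Cre recombinase deletes it in hepatocytes, each fed the CTRL diet or the HFD. Fat gave 10% of the calories of the CTRL diet and 60% of those of the HFD. The sample labels give 12 weeks of diet and an age of 20 weeks, whereas the paper's text gives 10 weeks of diet. The files name array design 74809, which is not the number in the paper's methods. All arrays were scanned on 1 day. They came from 6 slides and 2 wash batches, with 4 mice of each group in each batch, except that 3 and 5 *Pparα* hep-/- CTRL mice and 5 and 3 *Pparα* hep-/- HFD mice were in the first and second batch. An array has no read depth, so the number of mice limits the precision, and the signal over background limits what can be detected. Across the 48 arrays the median intensity ranged from 56 to 91, against a median local background of 20 to 36, and 0 spots were saturated. The spots well above background numbered 28344 to 32321 per array (median 29674.5) in *WT* CTRL mice and 29359 to 32493 (median 30841) in *WT* HFD mice. They numbered 28827 to 35548 (median 31756) in *Pparα* hep-/- CTRL mice and 28029 to 34155 (median 32112) in *Pparα* hep-/- HFD mice. In *Pparα*-/- mice they numbered 25632 to 32091 (median 30826.5) on the CTRL diet and 29157 to 33787 (median 31908) on the HFD.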

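The authors extracted the median intensity of each spot with Feature Extraction, without background subtraction. They also deposited a table of log2 values, with 32815 of the probes tested here, which they had filtered, corrected for the washing bath and quantile normalized. The paper's text does not state the filter. The values given here start from the median intensities of 59305 spots that were not controls, on the log2 scale, with spots that Feature Extraction marked as outliers left out and the spots of each probe averaged. A probe was tested when it was well above background on at least 4 of the 8 arrays of at least 1 group, which kept 33323 probes with 22029 gene names. After quantile normalization, limma was fitted to the 48 arrays with a mean for each group, a term for the wash batch and array weights, and p was adjusted by the Benjamini-Hochberg method within each contrast. Among the tested probes 195 values were missing, and these probes were fitted on the arrays that had a value. Array weights ranged from 0.189 to 2.53. A fitted log2 fold change weights the arrays and so can differ from the difference of the group means. With these steps the values correlated with the authors' log2 values at r = 0.999 on every array, across probes that are not independent replicates. The wash batch had an adjusted p of at most 0.05 in limma for 12270 probes of the median intensities and 0 probes of the authors' corrected values.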

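The targeted gene, *Ppara*, was read by 2 probes on chromosome 15 of mm9. The brighter probe, A_55_P2055854, lies from 85632110 to 85632169. Its log2 signal was 14.57 ± 0.31 (SD, n = 8) in *WT* CTRL mice, 14.03 ± 0.33 in *Pparα* hep-/- CTRL mice and 13.89 ± 0.19 in *Pparα*-/- CTRL mice. Compared with *WT* mice on the CTRL diet, it fell by 0.65 in *Pparα*-/- mice (standard error 0.10, adjusted p = 1.1e-06 from limma), with all 8 below the *WT* mean, and fell by 0.42 in *Pparα* hep-/- mice (standard error 0.10, adjusted p = 0.000887), also with all 8 below. On the HFD it changed by -1.08 in *Pparα*-/- mice (adjusted p = 2.77e-14) and by -0.85 in *Pparα* hep-/- mice (adjusted p = 5.12e-10), and neither group overlapped the *WT* mice. The probe A_55_P2071596, from 85637193 to 85637252, fell by 1.11 in *Pparα*-/- mice on the CTRL diet (adjusted p = 5.27e-13), but its change of -0.10 in *Pparα* hep-/- mice did not pass the threshold (adjusted p = 0.454). On the HFD this probe changed by -1.29 in *Pparα*-/- mice (adjusted p = 1.74e-17) and by -0.68 in *Pparα* hep-/- mice (adjusted p = 3.35e-08), without overlap with the *WT* mice. RNA of the gene was thus detected in all 48 mice. In *Pparα* hep-/- mice the deletion removes exon 4 according to the paper's methods, which name no exon for the *Pparα*-/- mice. The files do not place the probes relative to exons. The HFD raised the signal of the brighter probe in *WT* mice by 0.52 (standard error 0.10, adjusted p = 0.000186, 8 of 8 mice above the CTRL mean). The change was 0.46 within the first wash batch and 0.44 within the second. It was 0.10 in *Pparα* hep-/- mice (adjusted p = 0.449; 0.39 within the first wash batch and 0.09 within the second) and 0.09 in *Pparα*-/- mice (adjusted p = 0.490; 0.15 and 0.14). The response was larger in *WT* than in *Pparα* hep-/- mice by 0.42 (adjusted p = 0.0290) and than in *Pparα*-/- mice by 0.43 (adjusted p = 0.0228). With each array left out in turn, these adjusted p values ranged from 0.00478 to 0.0742 and from 0.00317 to 0.0563. Without array weights the differences were 0.22 (adjusted p = 0.602) and 0.30 (adjusted p = 0.277), and neither passed. At the dimmer probe the HFD raised the signal in *Pparα*-/- mice by 0.30 (adjusted p = 0.00636), and the *WT* response exceeded that of *Pparα*-/- mice by 0.18 (adjusted p = 0.349) and that of *Pparα* hep-/- mice by 0.58 (adjusted p = 0.00234).

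**Figure D1:**
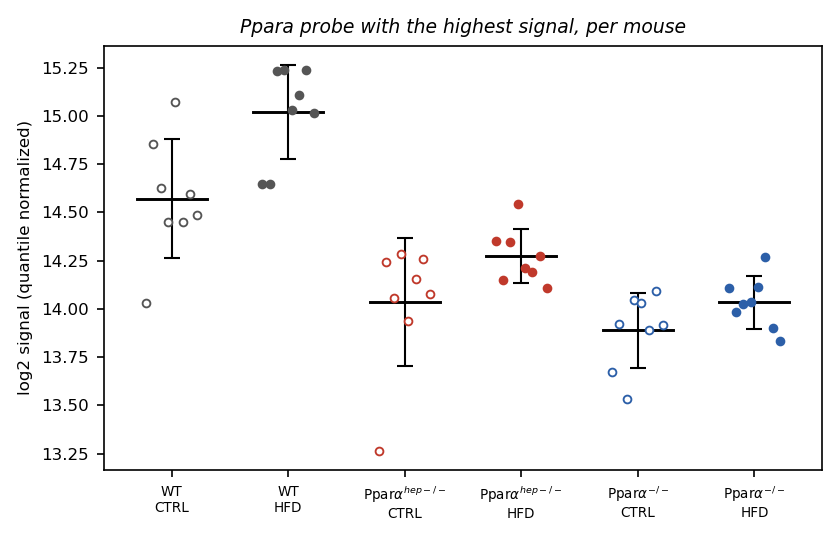
Signal of the brighter *Ppara* probe on the log2 scale in each of the 48 mice, by genotype and diet, with the mean and SD of each group of 8. Signal remained in both deletions, with a mean of 13.89 at the brighter probe in *Pparα*-/- CTRL mice against 14.57 in *WT* CTRL mice.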

Next, we evaluated the hepatic transcriptome expression pattern in response to HFD using microarrays (details of the experiment and results from the microarray are available in Gene Expression Omnibus database by the name GSE123354). 

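In *WT* mice the HFD changed 6248 probes at an adjusted p of at most 0.05 in limma, which is 18.8% of the probes tested, with 2867 higher and 3381 lower and 4914 gene names in all. In *Pparα* hep-/- mice it changed 6735 probes (3152 higher, 3583 lower) with 5632 gene names, and in *Pparα*-/- mice 8273 probes (4081 higher, 4192 lower) with 6891 gene names. The median size of these changes on the log2 scale was 0.33 in *WT*, 0.31 in *Pparα* hep-/- and 0.33 in *Pparα*-/- mice. A change of at least 1 was reached by 272, 303 and 424 of these probes, respectively. The HFD-sensitive probes of the 3 genotypes together numbered 15379, with 11832 gene names, of which 914 had probes called in opposite directions. Without array weights the HFD-sensitive probes numbered 7911, and those of *Pparα* hep-/- mice alone 1270. All 8 HFD mice lay on one side of all 8 CTRL mice for 196 of the called probes in *WT*, 190 in *Pparα* hep-/- and 471 in *Pparα*-/- mice, a separation that 0.0155% of splits would give a probe by chance. Fewer of the called probes were higher than lower, with 45.9% higher in *WT*, 46.8% in *Pparα* hep-/- and 49.3% in *Pparα*-/- mice. These shares moved to 50.0%, 34.6% and 39.4% when the processed signal was scaled to its 75th percentile, and the share of *Pparα*-/- mice rose to 52.1% without the wash term and to 51.4% without the filter. Across all tested probes, which are not independent replicates, the changes within the first wash batch correlated with those within the second at r = 0.648 in *WT*, 0.464 in *Pparα* hep-/- and 0.664 in *Pparα*-/- mice.

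**Figure D2:**
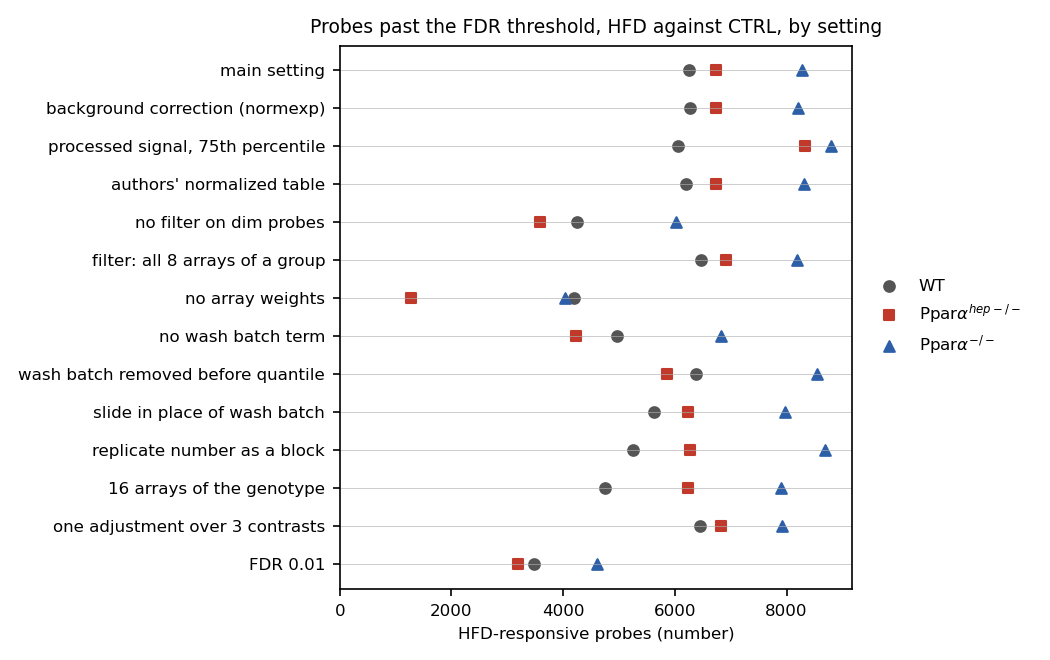
Number of probes changed by the HFD in each genotype at an adjusted p of at most 0.05 under each processing alternative run for all 3 genotypes. The counts of the fit described in the text are 6248 in *WT*, 6735 in *Pparα* hep-/- and 8273 in *Pparα*-/- mice.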

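Among called probes without overlap between the diets, the largest increases in *WT* mice were in *Grin3b* (log2 fold change 1.84, standard error 0.27, adjusted p = 3.96e-06 from limma), in *Msmo1* (1.70, adjusted p = 1.83e-06) and in a probe for a locus without a gene name on chromosome 17 (32044984 to 32045043, mm9; 1.60). The largest decreases were in *Elovl6* (-1.43, standard error 0.32, adjusted p = 0.00105), *Rnf145* (-1.31, adjusted p = 8.95e-10) and *Arfgap3* (-1.10). One dimmer probe of *Rnf145* changed by -0.34 and did not pass the threshold (adjusted p = 0.436). In *Pparα* hep-/- mice *Cyp2b9* (5.43, standard error 0.59, adjusted p = 1.76e-08), *Cyp2b13* (3.67) and *Plin4* (2.65) rose most. *Fabp5* (-4.25, standard error 0.35, adjusted p = 2.43e-11) and the probes NAP114472-1 on chromosome 8 (-4.31) and NAP111439-1 on chromosome 18 (-4.14) fell most. In *Pparα*-/- mice *Rbm24* (3.51, standard error 0.21, adjusted p = 6.41e-16), *Calml4* (2.63) and *Cyp39a1* (2.62) rose most. *Moxd1* (-7.02, standard error 1.02, adjusted p = 3.87e-06), *Scd1* (-4.16) and *Hsd3b5* (-3.64) fell most. Background limits the size of some of these changes, since the probe was well above it on 1 of 8 CTRL arrays for *Cyp2b13* in *Pparα* hep-/- and for *Rbm24* in *Pparα*-/- mice and on 3 of 8 HFD arrays for *Moxd1* in *Pparα*-/- mice. By the choice of these genes, all 8 mice of the HFD group showed the direction given.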

Overall, we identified a total of 8860 probes corresponding to 7173 HFD sensitive genes in at least one of the three genotypes (based on adjusted p-value; FDR < 5%, Fig. 3). 

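The HFD-sensitive probes without missing values were clustered on their values in the 48 arrays, after removal of the wash batch and scaling of each probe. The distance was 1 minus Pearson's correlation, with Ward's criterion. Clusters are described by their group means. A tree of 12 clusters held from 400 to 2595 probes each. The largest fell on the HFD in all 3 genotypes, by 0.75 z in *WT*, 0.464 in *Pparα* hep-/- and 0.920 in *Pparα*-/- mice. A cluster of 1138 probes fell by 1.07 z in *WT* mice and moved by 0.089 in *Pparα* hep-/- and -0.027 in *Pparα*-/- mice. The smallest, of 400 probes, rose in all 3 genotypes, by 0.409 z in *WT*, 0.742 in *Pparα* hep-/- and 0.874 in *Pparα*-/- mice. Cluster numbers depend on the tree and do not match those of Fig. 3a.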

Hierarchical clustering of genes highlighted 12 clusters showing specific gene expression profiles according to the experimental conditions (Fig. 3a). Four of them (clusters 1, 4, 11 and 12) showed a typical pattern in *Pparα*^*−/−*^ mice compared to *Pparα*^*hep−/−*^ and *WT* mice regardless of diet. 

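A cluster was counted as apart in *Pparα*-/- mice when its mean z in these mice lay beyond that of both other genotypes by more than 0.5 on both diets, always on the same side. This held for 2 of the 12 clusters, 1 above and 1 below, with 727 and 1093 probes. The same count was 2 with 8 clusters and 3 with 16. Probe by probe, without the clusters, 739 HFD-sensitive probes were above both other genotypes on both diets at an adjusted p of at most 0.05 in the 4 contrasts of limma, and 763 were below.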

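Over all tested probes, 1446 with 1253 gene names were higher in *Pparα*-/- mice than in *WT* and *Pparα* hep-/- mice on both diets. At an adjusted p of at most 0.01 in limma, 961 probes remained in this count. Cluster means of the 727 probes described above were 1.09 z on the CTRL diet and 0.621 z on the HFD in *Pparα*-/- mice. They were between -0.259 and -0.572 z in the other groups. Among called probes whose mice did not overlap, the largest differences from *WT* mice on the CTRL diet were in *Gdpd3* (log2 fold change 5.99, standard error 0.31, adjusted p = 2.32e-20), *Serpinb1a* (4.79) and LOC630751 (4.74). Compared with *Pparα* hep-/- mice on the CTRL diet, LOC630751 (4.89, standard error 0.16, adjusted p = 5.94e-28), *BC018473* (4.50) and *4930435C17Rik* (4.27) were raised most, in 8 of 8 *Pparα*-/- mice. *Gdpd3* and *Serpinb1a* were also higher in *Pparα* hep-/- than in *WT* mice, by 4.28 and 4.41. The files give no position for LOC630751.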

Genes from cluster 1 and 4 were up-regulated in *Pparα*^*−/−*^ in comparison to *Pparα*^*hep−/−*^ and *WT* mice. On the contrary, genes from cluster 11 and 12 were down-regulated in *Pparα*^*−/−*^. 

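Over all tested probes, 1679 with 1430 gene names were lower in *Pparα*-/- mice than in both other genotypes on both diets. The 1093 probes of the cluster apart in this direction had a mean of -0.709 z on the CTRL diet and -0.781 z on the HFD in *Pparα*-/- mice, against 0.161 to 0.639 z in the other groups. In contrast to *WT* mice on the CTRL diet, the log2 fold change was -4.97 for *Trim12a* (standard error 0.11, adjusted p = 9.53e-35 from limma), -4.76 for a transcript on chromosome 16 (15217318 to 15217377, mm9) and -4.34 for *BC049987*, each lower in 8 of 8 mice. In contrast to *Pparα* hep-/- mice, it was -5.75 for a locus without a gene name on chromosome 10 (92554637 to 92554696; standard error 0.39, adjusted p = 2.85e-16), -5.69 for *Trim12a* and -5.22 for *BC049987*. The 2 dimmer probes of *Trim12a* gave -2.37 and -1.19 in the first of these contrasts.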

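On the CTRL diet 11409 probes differed between *Pparα*-/- and *WT* mice, 8401 between *Pparα*-/- and *Pparα* hep-/- mice and 8241 between *Pparα* hep-/- and *WT* mice, at an adjusted p of at most 0.05 in limma. All 8 mice lay on one side of all 8 mice of the other genotype for 2042, 1468 and 430 of these probes, where chance gives 0.0155% of the probes tested. By gene name, 2061 genes were higher and 2262 lower in *Pparα*-/- mice than in both other genotypes. At the stricter threshold of 0.01 they numbered 1315 and 1493. The 2 contrasts share the *Pparα*-/- CTRL mice, so their errors are not independent. *Vnn1*, which the paper calls responsive to the HFD in *WT* mice specifically, was also compared between genotypes. It fell by 3.57 on the log2 scale in *Pparα*-/- compared with *WT* mice on the CTRL diet (standard error 0.39, adjusted p = 3.83e-10). Compared with *Pparα* hep-/- mice it changed by -1.45 (standard error 0.35, adjusted p = 0.00138). Its probe was well above background in 3 of 8 *Pparα*-/- CTRL mice, so background limits the size of these differences. Among the genes that the paper names as targets of PPARα, *Fitm1* fell by 2.48 compared with *WT* mice (standard error 0.36, adjusted p = 3.9e-07). Compared with *Pparα* hep-/- mice it changed by -1.42 (standard error 0.33, adjusted p = 0.000735). Every *Pparα*-/- mouse lay below the *WT* mean for *Vnn1* and *Fitm1*. *Cyp4a14* changed by -0.43 and -0.80, which did not pass the threshold (adjusted p = 0.475 and 0.124), and its probe was well above background in 1 of 8 *Pparα*-/- CTRL mice. *Acot2* was higher in *Pparα*-/- than in *WT* mice by 1.14 (adjusted p = 0.0165). *Acot3* changed by 0.67 compared with *WT* mice (adjusted p = 0.430) and by -1.61 compared with *Pparα* hep-/- mice (adjusted p = 0.0243).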

The analysis of gene categories differentially expressed in *Pparα*^*−/−*^ as compared to *Pparα*^*hep−/−*^ and *WT* mice highlight the down-regulation of genes associated with PPAR signalling and metabolic homeostasis (Supplementary Figure 1).

**Figure 3:**
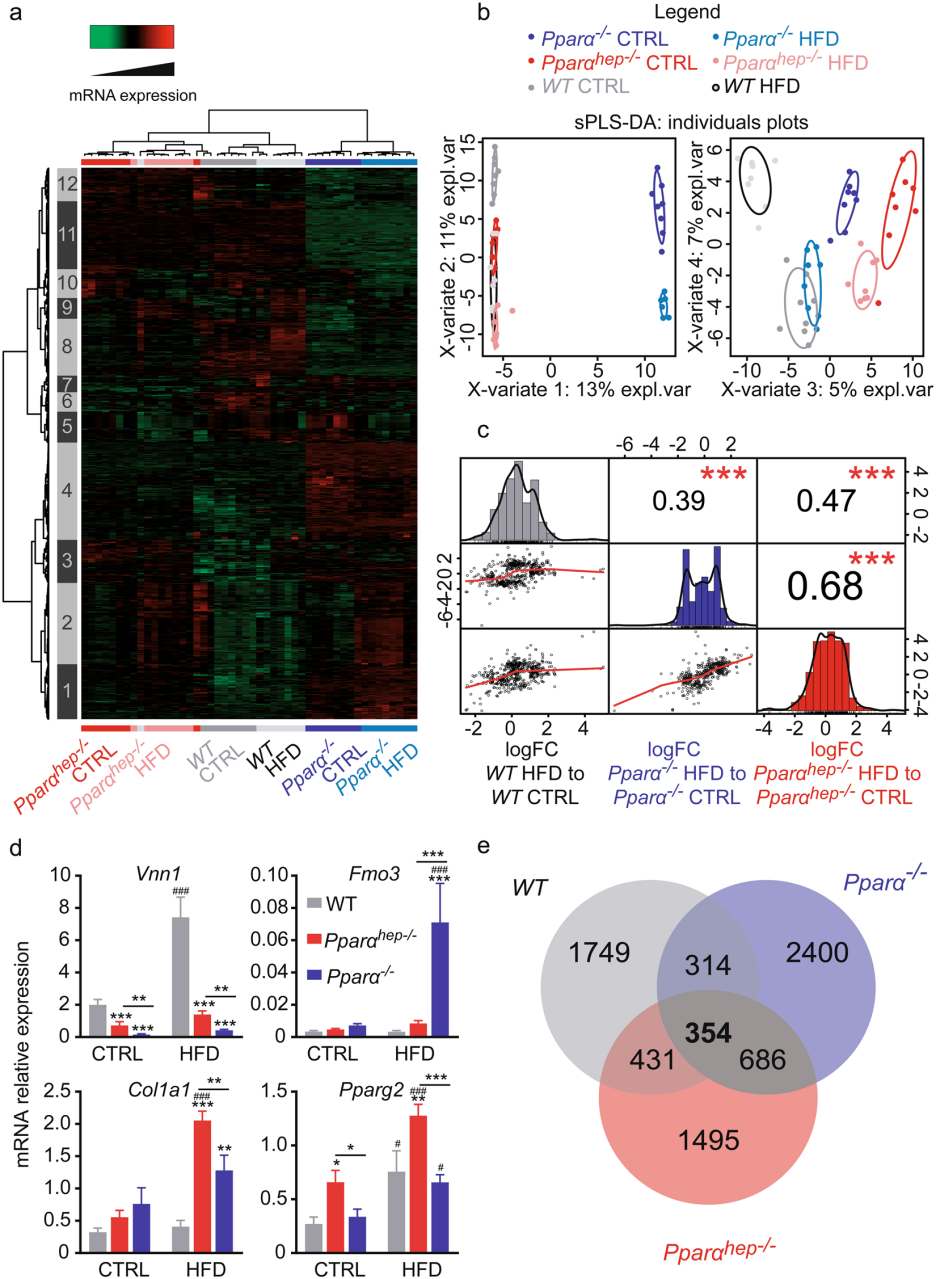
Analysis of the liver transcriptome in *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice in response to HFD. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). A transcriptomic analysis performed with liver samples from *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ exposed or not exposed to HFD (n = 8 mice/group) revealed 7173 differentially regulated genes (FDR < 5%). (**a**) Heat map of microarray expression data from 7173 regulated genes. Red and green indicate values above and below the mean averaged centred and scaled expression values (Z-score), respectively. Black indicates values close to the mean. According to the probe clustering (left panel), 12 gene clusters exhibited specific gene expression profiles. (**b**) sPLS-DA representing the 7173 differentially expressed genes from the microarray. (**c**) Correlation analysis between either *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice for the effect of HFD. (**d**) Relative hepatic expression of Vnn1, Fmo3, Col1a1 and Pparγ2 quantified by qPCR. Data represent mean ± SEM. #, significant diet effect and *, significant genotype effect. # or *p ≤ 0.05; ## or **p ≤ 0.01; ### or ***p ≤ 0.001. (**e**) Venn diagrams comparing the number of genes significantly regulated under HFD in the livers of *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice at adjusted p-value < 0.05.

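Tested probe by probe, 722 probes with 621 gene names were higher in both deletions than in *WT* mice on both diets at an adjusted p of at most 0.05 in limma, and 447 of them were HFD-sensitive. A further 874 probes with 718 gene names were lower in both deletions on both diets, of which 465 were HFD-sensitive. Without array weights these counts were 339 and 495. No cluster of the tree of 12, 8 or 16 had a mean z in both deletions beyond that of *WT* mice by more than 0.5 on both diets. Among called probes whose mice did not overlap on the CTRL diet, *Serpinb1a* was 4.41 higher on the log2 scale in *Pparα* hep-/- than in *WT* mice (standard error 0.30, adjusted p = 4.99e-15), *Gdpd3* 4.28 and *Serpinb1c* 2.75. A cDNA on chromosome 15 (53169920 to 53169979, mm9) changed by -4.30 (standard error 0.43, adjusted p = 3.24e-10), a locus without a gene name on chromosome 10 (116846943 to 116847002) by -2.92 and *Ccl27a* by -2.46. Only 246 probes were higher and 131 lower in *Pparα* hep-/- mice than in both other genotypes on both diets.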

Cluster 8 highlighted genes common between *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice but distinct from *WT* mice regardless of diet. 

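The difference between the HFD responses of 2 genotypes was tested as an interaction in limma. It had an adjusted p of at most 0.05 for 3472 probes between *WT* and *Pparα* hep-/- mice, for 4781 between *WT* and *Pparα*-/- mice and for 1139 between *Pparα* hep-/- and *Pparα*-/- mice. The median size of these differences on the log2 scale was 0.46, 0.45 and 0.38. Without array weights the counts were 298, 1740 and 110, the lowest of the alternatives set before the data were examined. With an array left out as well, they fell as low as 108, 1036 and 56. With the slide as a block in place of the wash batch, 2122 probes differed between *WT* and *Pparα* hep-/- mice. Of the 12 clusters, 8 had HFD effects on mean z that differed by more than 0.5 between 2 genotypes. These included a cluster of 907 probes that rose by 1.07 z in *WT* mice and moved by 0.029 in *Pparα* hep-/- and -0.272 in *Pparα*-/- mice. A cluster of 620 probes fell by 1.15 z in *WT* and 0.942 z in *Pparα* hep-/- mice and rose by 0.380 z in *Pparα*-/- mice. The count was 6 of 8 and 12 of 16 clusters when the tree was divided that way.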

Interestingly, HFD influences the liver transcriptome in a genotype-specific manner (clusters 2, 5, 6, 9 and 10). 

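A sparse model with the 6 components and the numbers of variables that the paper's methods state was fitted to the HFD-sensitive probes with mixOmics, and it selected 458 probes. The cross-validation by which the numbers were chosen was not repeated. Component 1 held 14.2% of the variance and component 2 held 17.6%. Differences between *Pparα*-/- mice and the others made up 99.9% of the spread of component 1, whose mean was 11.5 in *Pparα*-/- CTRL mice (SD 0.249, n = 8) and -5.80 in *WT* CTRL mice (SD 0.226, n = 8). The diet made up 69.7% of the spread of component 2. On this component the HFD mice differed from the CTRL mice by -13.9 in *WT*, -11.1 in *Pparα* hep-/- and -12.9 in *Pparα*-/- mice, without overlap in any genotype. The model is given the 6 groups and selects probes that part them, so these distances do not test whether the groups differ. Component 3 held 5.23% of the variance, and 79.7% of its spread was between genotypes.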

The sparse Partial Least Square Discriminant Analysis (sPLS-DA) shows that, although *Pparα*^*−/−*^ mice liver gene expression profile is clearly different from others, there is also a marked effect of the diet in mice from the 3 genotypes (Fig. 3b). Moreover, the gene expression profile in the liver of HFD-fed mice revealed that: i) the response in *WT* mice is very different from *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice; ii) *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice have a closer response to HFD (Fig. 3c). 

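The log2 fold changes on the HFD were correlated between genotypes across probes, which are not independent replicates. Over the 33323 tested probes Pearson's r was 0.291 between *WT* and *Pparα* hep-/- mice, 0.250 between *WT* and *Pparα*-/- mice and 0.645 between *Pparα* hep-/- and *Pparα*-/- mice. From leaving out each array in turn, the standard errors were 0.142, 0.153 and 0.0750. The r of the 2 deletions exceeded the mean of the other two by 0.375 (standard error 0.158), and by 0.333 to 0.444 with each array left out. Over the 15379 HFD-sensitive probes the values were 0.346, 0.286 and 0.694. Spearman's rho over the tested probes was 0.178, 0.183 and 0.541. Within the first wash batch r was 0.356, 0.168 and 0.370, so that of the 2 deletions lay close to that of *WT* and *Pparα* hep-/- mice there. Within the second batch it was 0.223, 0.190 and 0.538. Over 858 probes called in all 3 genotypes r was 0.819, 0.762 and 0.910.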

Representative qPCR measurements of different gene expression are in line with the microarray analysis (Fig. 3d). 

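On the arrays the reference gene of the qPCR, *Tbp* (chromosome 17 of mm9, 15654250 to 15654309), changed on the HFD by 0.03 on the log2 scale in *WT* (standard error 0.07, adjusted p = 0.815 from limma), 0.03 in *Pparα* hep-/- (adjusted p = 0.774) and -0.05 in *Pparα*-/- mice (adjusted p = 0.550). Its 2 dimmer probes did not pass either, with a change of 0.47 at one in *WT* mice (adjusted p = 0.0871) and of 0.18 at the other in *Pparα*-/- mice (adjusted p = 0.0746). The values of *Vnn1*, *Col1a1* and *Pparg* that follow are array values and not qPCR measurements. The array probe of *Pparg* does not tell the transcript measured by the qPCR from the other transcripts of the gene by its name in the files.

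**Figure D3:**
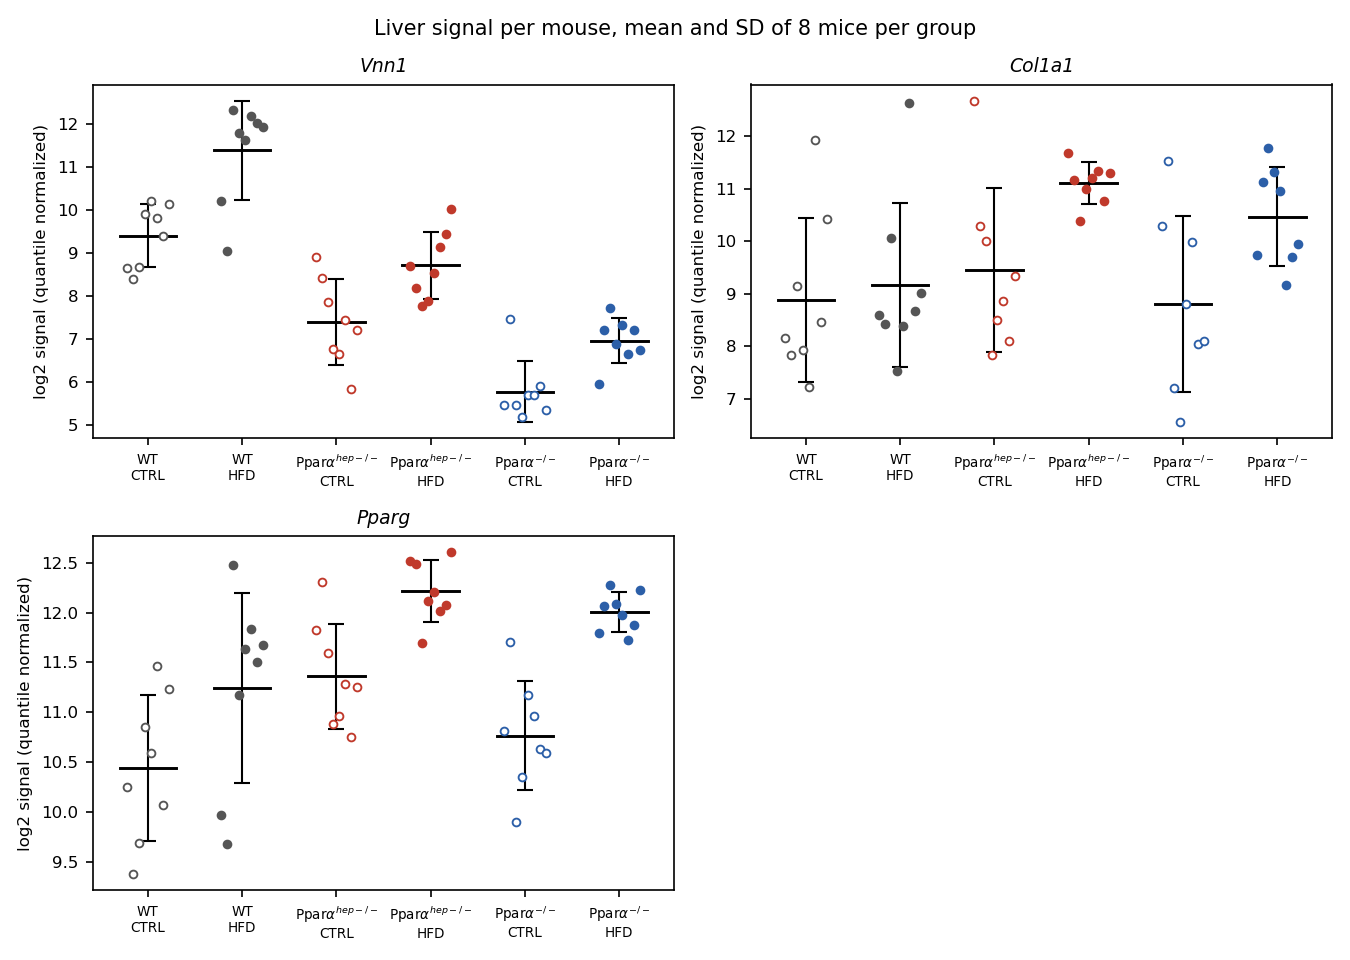
Array signal on the log2 scale of *Vnn1*, *Col1a1* and *Pparg* in each mouse, by genotype and diet, with the mean and SD of each group of 8. *Vnn1* rose on the HFD in all 3 genotypes, by 2.39 in *WT*, 1.64 in *Pparα* hep-/- and 1.26 in *Pparα*-/- mice.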

The expression of *Vnn1*, encoding a liver-enriched oxidative stress sensor involved in the regulation of multiple metabolic pathways^50^, was identified as an HFD-responsive gene specific to the *WT* mice. 

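*Vnn1* was read by a probe on chromosome 10 of mm9 (23624524 to 23624583). Its log2 signal was 9.41 ± 0.73 (SD, n = 8) on the CTRL diet and 11.40 ± 1.16 on the HFD in *WT* mice. It was 7.39 ± 1.00 and 8.71 ± 0.79 in *Pparα* hep-/- mice and 5.77 ± 0.72 and 6.96 ± 0.54 in *Pparα*-/- mice. The log2 fold change was 2.39 in *WT* mice (standard error 0.38, adjusted p = 1.93e-05 from limma), with 7 of 8 HFD mice above the CTRL mean. It was 1.64 in *Pparα* hep-/- mice (standard error 0.32, adjusted p = 0.000349) and 1.26 in *Pparα*-/- mice (standard error 0.34, adjusted p = 0.00539), in 8 of 8 mice each. The response in *WT* mice exceeded that in *Pparα* hep-/- mice by 0.76 (adjusted p = 0.343) and that in *Pparα*-/- mice by 1.13 (adjusted p = 0.127), and neither difference passed the threshold. Within the first wash batch the changes were 2.06, 1.59 and 1.56, and within the second 1.92, 1.1 and 0.82. Without array weights the change in *Pparα* hep-/- mice was 1.36 (adjusted p = 0.0525) and that in *Pparα*-/- mice 1.19 (adjusted p = 0.0494). On the CTRL diet the probe was well above background in 3 of 8 *Pparα*-/- mice, so background limits the size of their rise.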

*Fmo3*, involved in trimethylamine N-oxide (TMAO) production, was identified as an HFD-induced gene specifically in *Pparα*^*−/−*^ mice. 

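*Col1a1*, a collagen gene on chromosome 11, was tested with 3 probes, of which the brightest lies from 94813075 to 94813134 of mm9. Its log2 signal rose on the HFD from 9.45 ± 1.57 (SD, n = 8) to 11.10 ± 0.40 in *Pparα* hep-/- mice and from 8.81 ± 1.68 to 10.47 ± 0.95 in *Pparα*-/- mice. The fitted change was 2.18 in *Pparα* hep-/- mice (standard error 0.48, adjusted p = 0.00110 from limma) and 1.51 in *Pparα*-/- mice (standard error 0.50, adjusted p = 0.0228), with 8 of 8 HFD mice above the CTRL mean in each. In *WT* mice it was 0.46 (standard error 0.56, adjusted p = 0.645), in 3 of 8 mice. The response in *WT* mice was smaller than that in *Pparα* hep-/- mice by a log2 difference of -1.71 (adjusted p = 0.128) and than that in *Pparα*-/- mice by -1.04 (adjusted p = 0.369), and neither difference passed the threshold. The call in *Pparα*-/- mice changed when any of 5 single arrays was left out, with adjusted p from 0.00454 to 0.0906. The change in *Pparα*-/- mice was 3.21 within the first wash batch and 0.11 within the second, and in *Pparα* hep-/- mice it was 1.49 and 1.84. Without array weights neither deletion passed the threshold (adjusted p = 0.176 and 0.0927). A probe from 94814188 to 94814247 gave 1.29 in *Pparα*-/- mice (adjusted p = 0.0770).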

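A list of 20 genes of collagen and fibrosis, 2 of them named by the study's figures, rose on the HFD in *Pparα* hep-/- mice by a mean of 0.90 on the log2 scale (adjusted p = 1.7e-10 from camera in limma) and in *Pparα*-/- mice by 0.69 (adjusted p = 7.64e-06). Raised at an adjusted p of at most 0.05 over all genes were 16 of them in *Pparα* hep-/- and 12 in *Pparα*-/- mice, and 17 and 15 adjusted over the list alone. In *WT* mice the list did not change at the threshold (adjusted p = 0.621). The response in *WT* mice lay below that in *Pparα* hep-/- mice by a mean log2 difference of -0.82 (adjusted p = 5.29e-06) and below that in *Pparα*-/- mice by -0.61 (adjusted p = 0.00278, not passed in fry).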

HFD increases the expression of collagen *Col1a1* in the absence of hepatocyte-specific or whole-body *Pparα* but not in *WT* mice. Lastly, *Ppar-γ2* was identified as an HFD-responsive gene common to the three mouse genotypes. 

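*Pparg* was tested with 1 probe on chromosome 6 of mm9 (115440213 to 115440272). It rose on the HFD from 10.44 ± 0.73 (SD, n = 8) to 11.24 ± 0.95 on the log2 scale in *WT* mice, from 11.36 ± 0.53 to 12.22 ± 0.31 in *Pparα* hep-/- mice and from 10.77 ± 0.55 to 12.00 ± 0.20 in *Pparα*-/- mice. The fitted change was 1.17 in *WT* mice (standard error 0.26, adjusted p = 0.000871 from limma, 6 of 8 mice above the CTRL mean), 0.94 in *Pparα* hep-/- mice (standard error 0.22, adjusted p = 0.00180, 8 of 8) and 1.19 in *Pparα*-/- mice (standard error 0.23, adjusted p = 0.000175, 8 of 8 and no overlap). No difference between genotypes passed the threshold, with adjusted p of 0.693 between *WT* and *Pparα* hep-/- mice, 0.983 between *WT* and *Pparα*-/- mice and 0.753 between *Pparα* hep-/- and *Pparα*-/- mice. Within the first and second wash batch the change was 0.70 and 0.91 in *WT*, 1.05 and 0.76 in *Pparα* hep-/- and 1.53 and 0.95 in *Pparα*-/- mice. Without array weights the adjusted p was 0.0570 in *WT* and 0.0634 in *Pparα* hep-/- mice.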

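A gene was counted in a genotype and direction when at least 1 of its probes had an adjusted p of at most 0.05 in limma in that direction, so that a gene with probes in both directions was counted in both. On this count 353 genes were raised and 383 lowered by the HFD in all 3 genotypes, 736 in total. Raised in *WT* and *Pparα* hep-/- mice only were 265 genes and in *WT* and *Pparα*-/- mice only 224, while 454 and 402 were lowered there. Of the alternatives set before the data were examined, leaving out the array weights moved the counts in all 3 genotypes most. Without them 117 genes were raised and 91 lowered.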

We counted 354 hepatic genes responsive to HFD common to the three mouse genotypes (Fig. 3e). These genes are mostly involved in metabolic responses to HFD which do not depend on PPARα (Supplementary Figure 2).

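Gene lists written down before the data were examined were tested with limma's camera, and p was adjusted over 102 pairs of list and contrast. A list of 38 target genes of PPARα in fatty acid oxidation rose on the HFD in all 3 genotypes, with a mean log2 fold change of 0.92 in *WT* (adjusted p = 4.66e-24), 0.42 in *Pparα* hep-/- (adjusted p = 1.25e-12) and 0.57 in *Pparα*-/- mice (adjusted p = 3.52e-13). The figures of the study name 8 of these genes. Of the list, 31 genes were raised in *WT* and 22 in each deletion at an adjusted p of at most 0.05 over all genes, against 35, 24 and 26 adjusted over the list alone. In *Pparα* hep-/- mice 1 gene was lowered. The response was larger in *WT* mice than in *Pparα* hep-/- mice by 0.51 (adjusted p = 0.00107) and than in *Pparα*-/- mice by 0.35 (adjusted p = 0.0253). camera assumes a preset correlation between genes of 0.01. Of 49 pairs past the threshold, 35 also passed in fry and 0 passed in camera with the correlation estimated from the data. In fry 4 pairs passed that had not passed in camera. All 3 HFD responses of this list passed in fry, and neither difference from *WT* mice did.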

### PPARα-dependent changes in hepatic gene expression profiles in response to HFD-induced obesity

We next analysed the genes dependent on *Ppar*α. A large group of 1749 Differentially Expressed Genes (DEGs) includes 922 genes significantly up-regulated and 827 significantly down-regulated by HFD feeding only in *WT* mice (Fig. 4a). Examples of these genes include well-established PPARα targets, such as *Cyp4a14*, *Acot3*, *Acot2*, and *Fitm1* (Fig. 4b), and 8 categories of genes involved in metabolism (Fig. 4c) with up-regulated expression in response to a HFD only in *WT* mice. However, we also identified five KEGG categories down-regulated in response to HFD specifically in *WT* mice. These categories relate to RNA transport, ribosome activity and protein processing (Fig. 4d).

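Raised by the HFD in *WT* mice only were 1436 genes and lowered 1418, 2854 in total, at an adjusted p of at most 0.05 in limma and with no probe of the gene called in that direction in the deletions. A gene called in 1 genotype is not shown to respond differently there, so both interactions with *WT* mice were also read at the same probe. Both passed the threshold for 618 of the raised and 369 of the lowered genes. At least 1 passed for 1077 and 900 genes, and neither for 359 and 518. At an adjusted p of at most 0.01 the counts of genes called in *WT* mice only were 984 and 893.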

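*Cyp4a14* was read by a probe on chromosome 4 of mm9 (115168609 to 115168668). It rose on the HFD in *WT* mice from 6.02 ± 0.66 (SD, n = 8) to 7.89 ± 1.44, a fitted log2 fold change of 2.56 (standard error 0.42, adjusted p = 2.54e-05 from limma, 6 of 8 mice above the CTRL mean). In *Pparα* hep-/- mice it rose by 1.06 (standard error 0.36, adjusted p = 0.0283, 6 of 8), with adjusted p from 0.00488 to 0.197 as each array was left out and 0.538 without array weights. In *Pparα*-/- mice it changed by 0.60 (adjusted p = 0.243). The response in *WT* mice exceeded that in *Pparα* hep-/- mice by 1.5 (adjusted p = 0.0705) and that in *Pparα*-/- mice by 1.96 (adjusted p = 0.0152, and 0.198 without array weights). *Acot3* (chromosome 12, 85400452 to 85400511) rose by 2.32 in *WT* mice (standard error 0.60, adjusted p = 0.00427, 6 of 8), 0.11 in *Pparα* hep-/- mice (adjusted p = 0.907) and 1.33 in *Pparα*-/- mice (adjusted p = 0.0596). The call in *WT* mice was lost without array weights (1.49, adjusted p = 0.148) and with the 16 arrays of the genotype. Its response in *WT* mice exceeded that in *Pparα* hep-/- mice by 2.21 (adjusted p = 0.0601, and 0.0393 at its dimmer probe) and that in *Pparα*-/- mice by 1.00 (adjusted p = 0.424). *Acot2* (chromosome 12, 85334553 to 85334612) rose by 2.04 in *WT* mice (standard error 0.37, adjusted p = 0.000122, 6 of 8), while the group means, 7.90 ± 1.26 and 9.17 ± 1.75, lay 1.27 apart without array weights (adjusted p = 0.0717). It changed by 0.59 in *Pparα* hep-/- (adjusted p = 0.187) and 0.85 in *Pparα*-/- mice (adjusted p = 0.0542). Its response in *WT* mice exceeded that in *Pparα* hep-/- mice by 1.45 (adjusted p = 0.0488), a call that was lost in 36 of the 48 fits with an array left out and without array weights (adjusted p = 0.593), and that in *Pparα*-/- mice by 1.19 (adjusted p = 0.100). With the 16 arrays of the genotype the rises of *Acot2* in both deletions and of *Acot3* and *Cyp4a14* in *Pparα*-/- mice passed. In *Pparα*-/- mice *Acot2* also passed with normexp background and the strict filter, *Acot3* with batch removal before quantile normalization and *Cyp4a14* with the scaled processed signal. With each array left out, the adjusted p in *Pparα*-/- mice ranged from 0.0292 to 0.0999 for *Acot2* and from 0.0302 to 0.153 for *Acot3*. *Fitm1* (chromosome 14, 56194734 to 56195160) rose in *WT* mice by 1.53 (standard error 0.36, adjusted p = 0.00173, 7 of 8). It changed by -0.12 in *Pparα* hep-/- (adjusted p = 0.814) and -0.27 in *Pparα*-/- mice (adjusted p = 0.573), and its response in *WT* mice exceeded theirs by 1.66 (adjusted p = 0.0189) and 1.81 (adjusted p = 0.00865). Without array weights these differences were 1.30 (adjusted p = 0.284) and 1.45 (adjusted p = 0.115), and neither passed. Within the first wash batch *Fitm1* rose by 0.91 in *Pparα* hep-/- and 0.77 in *Pparα*-/- mice, and within the second it changed by -0.69 and -0.75. Of the 15 genes that Fig. 4b shows as raised, all 15 were raised in *WT* mice at an adjusted p of at most 0.05, 5 also in *Pparα* hep-/- and 0 in *Pparα*-/- mice. The interaction passed for 8 of them with *Pparα* hep-/- and 10 with *Pparα*-/- mice. These genes were chosen by the study on the same mice and are not independent evidence.

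**Figure D4:**
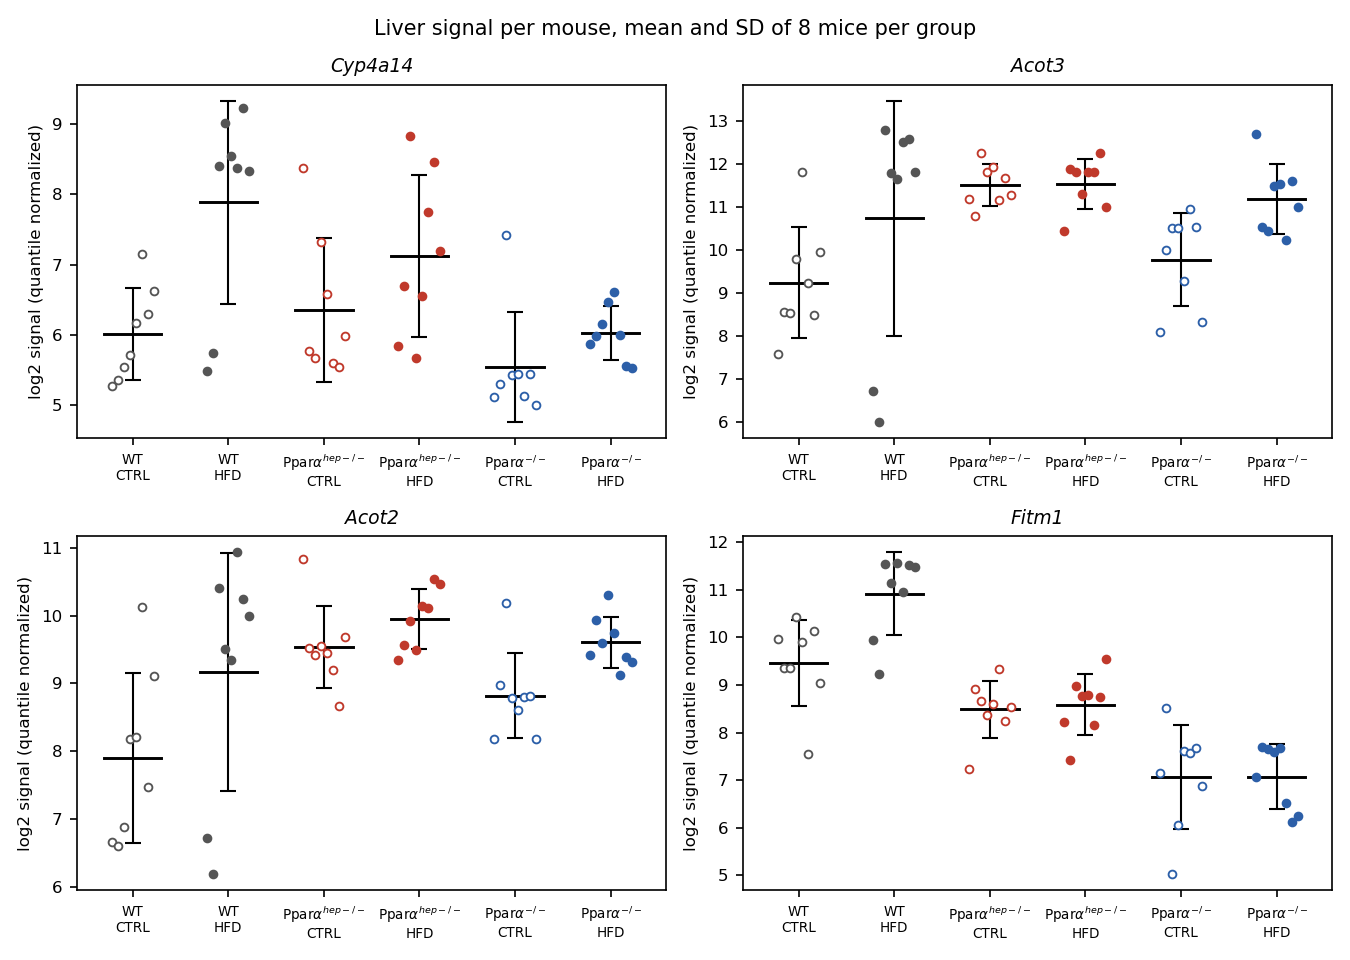
Array signal on the log2 scale of *Cyp4a14*, *Acot3*, *Acot2* and *Fitm1* in each mouse, by genotype and diet, with the mean and SD of each group of 8. In *WT* mice *Acot2* lay between 6.60 and 10.13 on the CTRL diet and between 6.19 and 10.94 on the HFD.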

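A list of 80 cytoplasmic ribosomal protein genes fell on the HFD in *WT* mice, with a mean log2 fold change of -0.19 (adjusted p = 1.86e-26 from camera in limma) and 65 genes lowered at an adjusted p of at most 0.05 over all genes (71 adjusted over the list alone). It also fell in *Pparα* hep-/- mice, by 0.08 on the log2 scale (adjusted p = 5.16e-07), and rose in *Pparα*-/- mice by 0.09 (adjusted p = 9.35e-09), a direction that was reversed (adjusted p = 0.000185) when the processed signal was scaled to its 75th percentile. The response of this list in *WT* mice lay below that in *Pparα* hep-/- mice by a log2 difference of -0.10 (adjusted p = 4.72e-08) and below that in *Pparα*-/- mice by -0.27 (adjusted p = 1.97e-36). The first of these did not pass in fry. A list of 45 genes of protein processing in the endoplasmic reticulum, 3 of them named by the study's figures, fell in all 3 genotypes, with means of -0.41 in *WT* (adjusted p = 5.37e-20), -0.19 in *Pparα* hep-/- (adjusted p = 2.26e-06) and -0.29 in *Pparα*-/- mice (adjusted p = 2.52e-11). Lowered over all genes were 32 of them in *WT*, 17 in *Pparα* hep-/- and 29 in *Pparα*-/- mice, and 37, 20 and 34 adjusted over the list alone. Its fall in *WT* mice was larger than in *Pparα* hep-/- mice by -0.22 (adjusted p = 7.73e-06) and than in *Pparα*-/- mice by -0.12 (adjusted p = 0.0340, not passed in fry). Fig. 4b shows 15 genes as lowered, of which 14 were lowered in *WT* mice, 1 in *Pparα* hep-/- and 1 in *Pparα*-/- mice, and the interaction passed for 10 with *Pparα* hep-/- and 12 with *Pparα*-/- mice. Categories of RNA transport were not tested here.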

**Figure 4:**
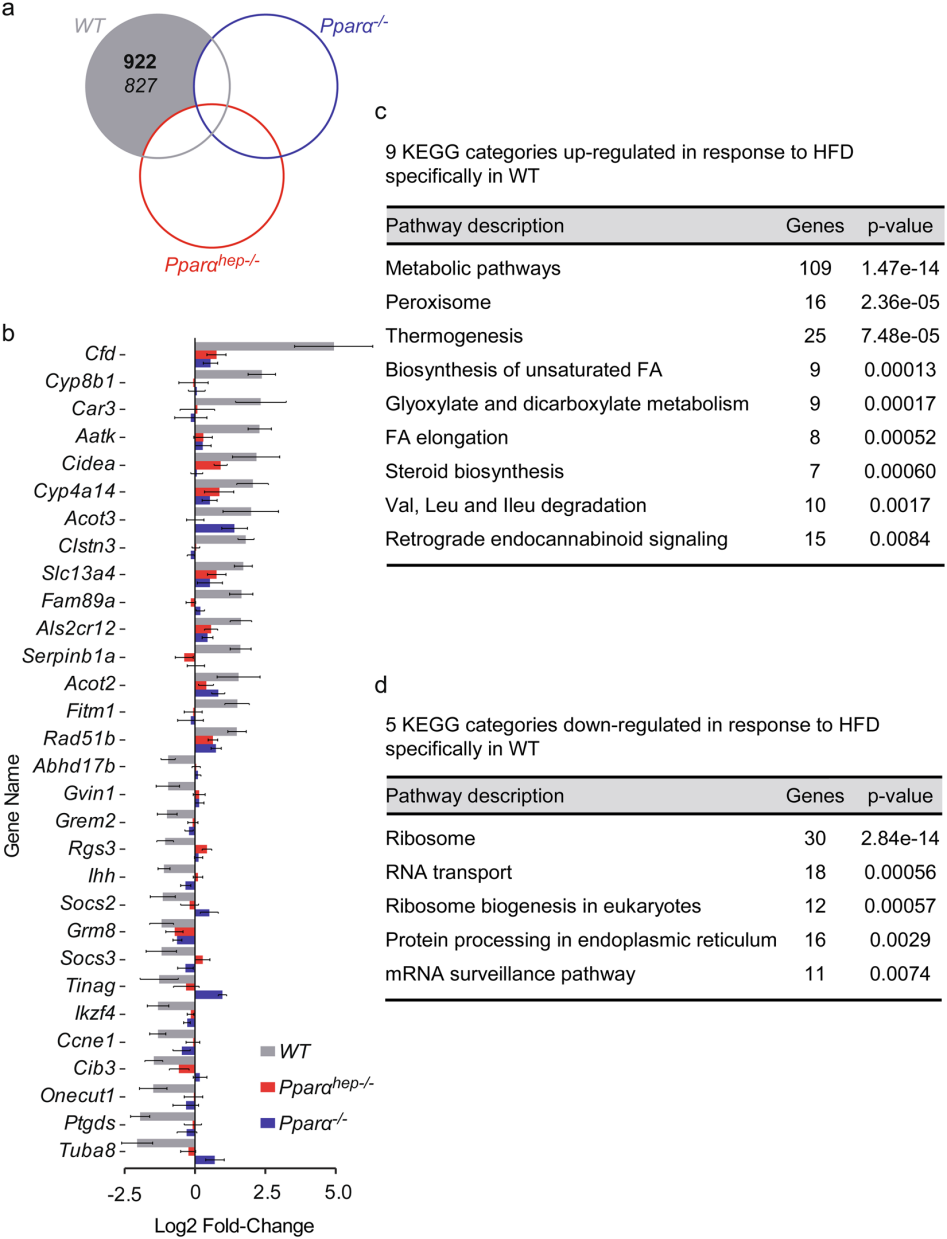
PPARα-independent changes in hepatic gene expression profiles in response to HFD. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Venn diagram presenting the number of hepatic genes over-expressed (bold) and down-regulated (regular) in response to HFD in *WT*, *Pparα*^*hep−/−*^, *Pparα*^*−/−*^ mice (FDR < 5%) (**b**) Grey bars represent the top 15 specifically induced and repressed genes between *WT* exposed to CTRL diet and *WT* exposed to HFD. Red and blue bars represent the profile in *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice, respectively. (**c**) Gene Ontology (GO) enrichment analysis (p ≤ 0.01) of KEGG categories based on functional interactions specifically down-regulated in *WT* mice fed a HFD using the String database. (**d**) Gene Ontology (GO) enrichment analysis (adjusted p-value; p ≤ 0.01) of KEGG categories (based on functionally interactions) up-regulated in *WT* mice fed a HFD the using string database.

Then, we questioned whether hepatocyte and wholebody deletion of *Pparα* (*Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice) induces overlapping responses in HFD-induced obesity. 

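Called in both deletions but not in *WT* mice were 1092 genes raised and 918 lowered by the HFD at an adjusted p of at most 0.05 in limma. One and the same probe was called in both deletions for 1030 of the raised and 847 of the lowered genes. Both interactions with *WT* mice also passed at 1 probe for 178 of the raised and 209 of the lowered genes. Without array weights 110 genes were raised and 115 lowered in both deletions only. Scaling the processed signal to its 75th percentile gave 1041 and 1575.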

We identified a group of DEGs including 337 and 349 genes significantly up-regulated or down-regulated, respectively, by HFD feeding in both *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice (Fig. 5a). Gene category analysis did not reveal any functions related to the 349 down-regulated genes by HFD feeding in *Pparα*^*−/−*^ or *Pparα*^*hep−/−*^ mice. However, gene category analysis highlighted the functions related to the 337 genes significantly up-regulated by HFD feeding in both *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice (Fig. 5b), suggesting that these genes are negatively regulated by PPARα. Most of these categories relate to the inflammatory process, including the NF-kappa B, TNF, and TLR signalling pathways. 

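The difference between the response of *WT* mice and that of a deletion was tested for a list of 68 genes of NF-kappa B, TNF and TLR signalling with camera in limma. The response was lower in *WT* than in *Pparα* hep-/- mice by a mean log2 difference of -0.29 (adjusted p = 0.000108), and lower than in *Pparα*-/- mice by -0.35 (adjusted p = 6.6e-05). Single genes passed the interaction less often, with 8 of 68 lower in *WT* than in *Pparα* hep-/- mice and 14 lower than in *Pparα*-/- mice over all genes, and 10 and 19 adjusted over the list alone. In the contrast with *Pparα*-/- mice 2 genes were higher in *WT* mice. From the functions of the genes raised by HFD feeding in both deletions, the paper proposes that PPARα regulates these genes negatively.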

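The same list of NF-kappa B, TNF and TLR signalling had a mean log2 fold change of 0.33 on the HFD in *Pparα* hep-/- mice (adjusted p = 2.06e-07 from camera in limma) and 0.40 in *Pparα*-/- mice (adjusted p = 2.86e-07). In *WT* mice it was 0.05 (adjusted p = 0.838). Raised at an adjusted p of at most 0.05 over all genes were 29 of the 68 genes in *Pparα* hep-/-, 32 in *Pparα*-/- and 1 in *WT* mice, and lowered were 2, 6 and 6. These counts were 30, 36 and 1 raised and 4, 7 and 5 lowered adjusted over the list alone. The study's figures name 17 of the 68 genes, and for these the result is not independent evidence.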

We selected the genes directly related to these pathways using the KEGG database and the gene database network (Supplementary Figure 3) and confirmed a marked up-regulation of genes belonging to NF-kappa B, TNF, and TLR in the hepatocyte-specific or whole-body absence of *Pparα* (Fig. 5c), in accordance with inflammatory markers measured (Fig. 2c,d).

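All 16 genes that Fig. 5c shows were raised by the HFD in *Pparα* hep-/- mice at an adjusted p of at most 0.05 in limma, 15 of them also in *Pparα*-/- mice and 0 in *WT* mice. Their median log2 fold change was 0.69 in *Pparα* hep-/-, 0.76 in *Pparα*-/- and 0.21 in *WT* mice, and 14 of the 16 were higher on the HFD in *WT* mice as well without passing the threshold. The response differed from that in *WT* mice for 3 of the 16 genes in *Pparα* hep-/- and for 7 in *Pparα*-/- mice. The study chose these genes on the same mice.

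**Figure D5:**
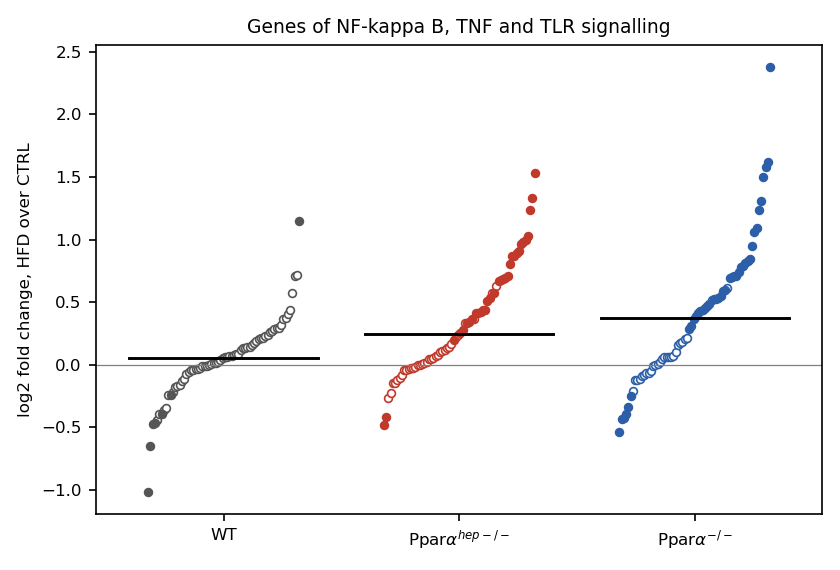
Log2 fold change on the HFD of each gene of the list of NF-kappa B, TNF and TLR signalling in each genotype. Filled points have an adjusted p of at most 0.05. Bars mark the median of the list, which was 0.057 in *WT*, 0.246 in *Pparα* hep-/- and 0.376 in *Pparα*-/- mice.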

**Figure 5:**
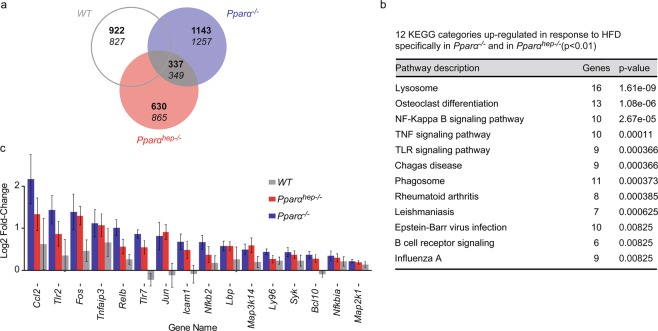
Hepatocyte PPARα prevents liver inflammatory gene expression in response to HFD. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Venn diagram highlighting the number of hepatic genes over-expressed (bold) and down-regulated (regular) in response to HFD specifically in both *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice (FDR < 5%). (**b**) Gene Ontology (GO) enrichment analysis (adjusted p ≤ 0.01) of KEGG categories specifically up-regulated in both *Pparα*^*hep−/−*^ and *Pparα*^*−/−*^ mice fed a HFD. (**c**) Gene expression profile of genes identified as being involved in NF-kappa B, TNF and TLR signalling pathways in KEGG.

### Specific effect of hepatocytic PPARα and whole body PPARα deletion on liver gene expression in response to HFD-induced obesity

The venn diagram (Fig. 3e) also reveals a large group of DEGs modulated only in *Pparα*^*hep−/−*^ mice fed a HFD compared to CTRL diet which encompassed 630 and 865 significantly up or down-regulated genes, respectively (Supplementary Figure 4). 

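Called in *Pparα* hep-/- mice only were 906 genes raised and 1298 lowered by the HFD at an adjusted p of at most 0.05 in limma. Both interactions, with *WT* and with *Pparα*-/- mice, passed at the same probe for 24 of the raised and 70 of the lowered genes. At least 1 passed for 317 and 510 genes. Without array weights 133 genes were raised and 287 lowered in *Pparα* hep-/- mice only.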

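Called in *Pparα*-/- mice only were 1750 genes raised and 1847 lowered by the HFD at an adjusted p of at most 0.05 in limma. Both interactions passed at the same probe for 230 of the raised and 128 of the lowered genes, at least 1 for 793 and 715, and neither for 957 and 1132. Of the alternatives set before the data were examined, only the requirement of both interactions moved these counts by more than 1.5 times.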

Figure 3e also defines another large group of DEGs including 1143 and 1257 genes significantly up-regulated and down-regulated, respectively, by HFD feeding only in *Pparα*^*−/−*^ mice (Supplementary Figure 5). This suggests that the hepato-specific and whole-body deletions of *Pparα* have distinct and specific consequences in the hepatic response to HFD-induced obesity.

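Tested directly, the response of *Pparα* hep-/- mice differed from that of *Pparα*-/- mice for 1037 gene names at an adjusted p of at most 0.05 in limma. Of the 1139 probes behind them, the response was higher in *Pparα* hep-/- mice for 432 and lower for 707, and 104 differed by at least 1 on the log2 scale. With each array left out in turn the number of probes ranged from 550, without *Pparα* hep-/- HFD replicate 6, to 1408.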

To further investigate their specific response, we first indentified the enriched terms across hepatic genes significantly responsive to HFD feeding in *Pparα*^*hep−/−*^ mice only (Fig. 6a). This analysis highlights metabolic pathways as significantly enriched (Fig. 6a) and a main network (Fig. 6b) including genes related to isoprenoid metabolism and cholesterol synthesis. 

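A list of 19 genes of cholesterol biosynthesis fell on the HFD in *Pparα* hep-/- mice, with a mean log2 fold change of -1 (adjusted p = 2.27e-15 from camera in limma) and 17 of 19 genes lowered over all genes (19 adjusted over the list alone). In *Pparα*-/- mice its mean was -0.14 (adjusted p = 0.214), with 2 genes lowered. It rose in *WT* mice by 0.70 (adjusted p = 5.77e-08), where 9 genes were raised over all genes and 14 adjusted over the list alone. The response in *Pparα* hep-/- mice lay below that in *Pparα*-/- mice by a log2 difference of -0.86 (adjusted p = 1.26e-11), and that in *WT* mice above that in *Pparα* hep-/- mice by 1.70 (adjusted p = 6.52e-26). All 19 genes passed the interaction of *WT* and *Pparα* hep-/- mice. The study's figures name 5 of the 19 genes.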

Second, we analyzed the enriched terms across hepatic genes significantly responsive to HFD feeding in *Pparα*^*−/−*^ mice but not in WT nor in *Pparα*^*hep−/−*^ mice (Fig. 6c). This analysis highlight pathways related to metabolism, hemostasis and inflammation as significantly enriched (Fig. 6c) and a main network (Fig. 6d) mostly including genes related to inflammation as well as cell morphology, adhesion and migration.

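The response of the list of NF-kappa B, TNF and TLR signalling did not differ between *Pparα* hep-/- and *Pparα*-/- mice at the threshold (mean log2 difference -0.06, adjusted p = 0.588 from camera in limma), with 1 of 68 genes passing the interaction. A list of 24 macrophage markers rose on the HFD in *Pparα*-/- mice by 0.84 on the log2 scale (adjusted p = 1.07e-09), with 20 genes raised over all genes, 1 lowered and 21 raised adjusted over the list alone. The study's figures name 1 of them. In *Pparα* hep-/- mice it rose by 0.66 (adjusted p = 2.73e-06, 14 genes raised), and the difference of -0.18 between the deletions did not pass the threshold (adjusted p = 0.0578).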

**Figure 6:**
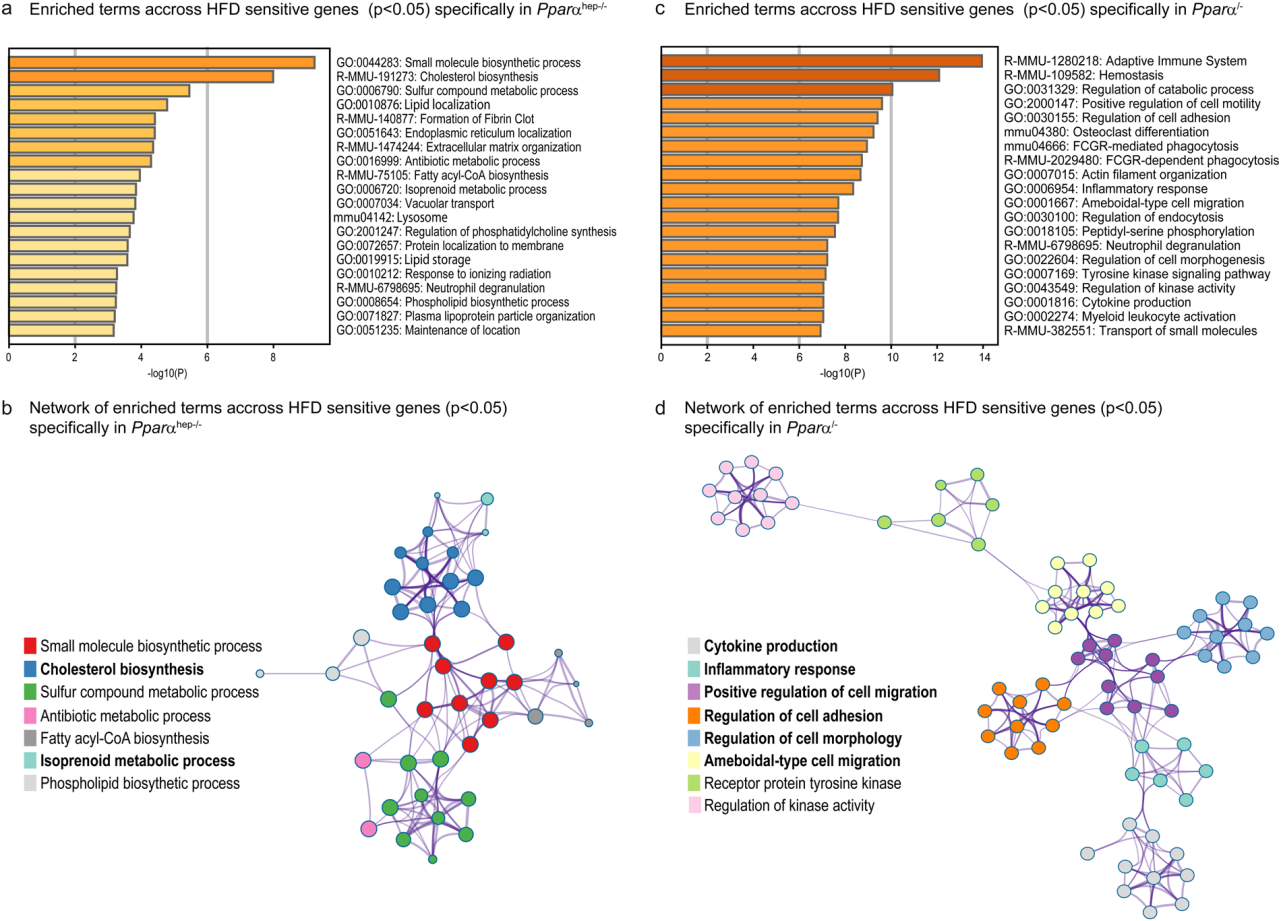
Specific effect of hepatocytic PPARα and whole body PPARα expression on liver gene expression in response to HFD-induced obesity. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Enriched terms across HFD sensitive genes (p < 0.05) only in *Ppar*^*hepα−/−*^ mice (**b**) Network of enriched terms across HFD sensitive genes (p < 0.05) only in *Ppar*^*hepα−/−*^ mice (**c**) Enriched terms across HFD sensitive genes (p < 0.05) only in *Pparα*^*−/−*^ mice (d) Network of enriched terms across HFD sensitive genes (p < 0.05) only in *Pparα*^*−/−*^ mice.

### Metabolic and lipidomic profiling of PPARα-dependent regulation of hepatic homeostasis in response to HFD

We performed unbiased hepatic metabolomic profiling of aqueous metabolites using proton nuclear magnetic resonance (^1^H-NMR). We used a projection to latent structures for discriminant analysis (PLS-DA) to investigate whether there was a separation between experimental groups of observations. A valid and robust PLS-DA model was obtained that discriminated HFD-fed *Pparα*^*−/−*^ mice from all other groups (Supplementary Figure 6), further supporting the role of non-hepatocytic PPARα activity in liver homeostatic response to HFD.

We also performed a targeted analysis of 75 lipid species including neutral lipids (cholesterol, cholesterol esters, and triglycerides), phospholipids, and sphingolipids (Fig. 7). The relative abundance of each species in the livers of *WT*, *Pparα*^*−/−*^, and *Pparα*^*hep−/−*^ mice fed one of the two diets (CTRL and HFD) was evaluated to determine the contribution of hepatocyte and whole body PPARα activity to hepatic lipid homeostasis. The results are presented as a heatmap with hierarchical clustering (Fig. 7a), in which we observed that the samples first clustered according to the diet, demonstrating that HFD-feeding was the main discriminating factor for hepatic lipid content. We identified four main clusters of lipids with distinct profiles relative to the different experimental conditions. Lipids in cluster 1, such as the ceramides d18:1/C18:1, d18:1/C18:0, and d18:1/C26:0 (Fig. 7b), exhibit increased relative abundance in HFD-fed *Pparα*^*−/−*^ mice, suggesting that extra-hepatocytic PPARα contributes predominantly to lipid remodelling during HFD-feeding. Cluster 1 also contains linoleic acid (C18:2n-6), which exhibits increased abundance in HFD-fed *Pparα*^*−/−*^ mice, but also in HFD-fed *Pparα*^*hep−/−*^ mice. Lipids in cluster 2, such as the phospholipids PC36:3, PC28:6, PE38:4, and triglyceride TG C57 (Fig. 7c), are less abundant in HFD *Pparα*^*−/−*^ mice. Lipids in cluster 3, such as the palmitoleic acid (C16:1n-7) and PE32:1 (Fig. 7d), are less abundant in HFD mice from the three genotypes. Lipids in cluster 4 (Fig. 7e), such as the polyunsaturated fatty acids C20:4n-6 and C22:5n-3 are more abundant in WT mice from the CTRL diet group and reduced in the livers of mice fed a HFD.

**Figure 7:**
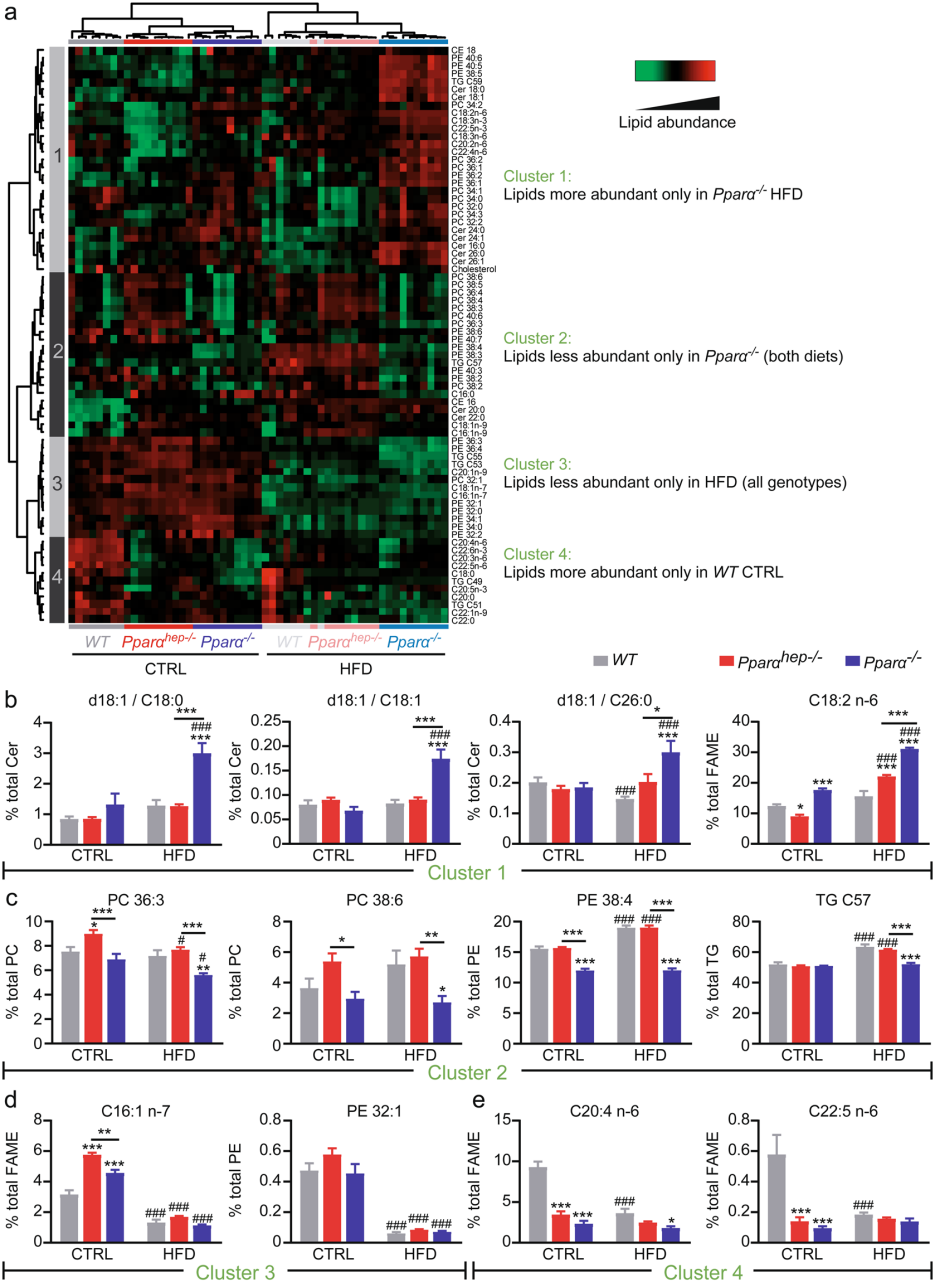
PPARα-dependent regulation of hepatic lipid homeostasis in response to HFD. *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice were fed a control diet (CTRL) or a HFD for 10 weeks at 30 °C (thermoneutrality). (**a**) Heat map of data from hepatic lipid profiling in *WT*, *Pparα*^*hep−/−*^, and *Pparα*^*−/−*^ mice exposed to HFD. Hierarchical clustering is also shown and defines four main lipid clusters. Representation of characteristic lipid species defining cluster 1 (**b**), 2 (**c**), 3 (**d**), and 4 (**e**). Data represent mean ± SEM. #, significant diet effect and *, significant genotype effect. ^#^ or *p ≤ 0.05; ^##^ or **p ≤ 0.01; ^###^ or ***p ≤ 0.001. Cer: ceramide; SM: sphingomyelin; TG: triglyceride; PC: phosphatidyl choline; PE: phosphatidyl ethanolamine; CE: cholesterol ester.

Overall, this lipidomic profiling highlights that the hepatic lipidome depends on both the genotype and diet. Therefore, both hepatic *Pparα* and whole body *Pparα* deletions result in a specific lipidomic response to HFD feeding. However, whole body *Pparα* deficiency has a stronger influence on the effect of HFD-induced obesity on liver metabolic homeostasis.

## Discussion

NAFLD is the hepatic manifestation of the obesity epidemic and represents a major public health issue worldwide^51^. NAFLD ranges from benign steatosis to NASH and may promote liver fibrosis and cancer. Therefore, there is a great interest in drugs that could be used to cure NAFLD or reverse NASH before it promotes irreversible damage^8^. PPARα, and other PPAR isotypes represent targets currently being tested in clinical trials^10,52,53^. PPARα is a ligand-activated nuclear receptor that plays a key role in the regulation of metabolic homeostasis by modulating the expression of rate-limiting enzymes involved in fatty acid degradation^18–20^. Preclinical studies in *Pparα*-null mice^54^ have shown that PPARα protects from steatosis^19,54^. Moreover, several clinical lines of evidence indicate that PPARα is also influential in human NASH^55^.

Most studies performed *in vivo* in *Pparα*-null mice have suggested that the mechanisms by which PPARα protects from steatosis and NASH involve its ability to transactivate genes required for fatty acid catabolism^38^ and to repress a number of inflammatory genes^39,41^. Because PPARα is expressed in many cell types and tissues with high fatty acid oxidation activity^29–31,34^, it is interesting to define *in vivo* the specific contribution of hepatocytic PPARα in preventing NAFLD.

When fed a regular diet, *Pparα*^*−/−*^ mice are steatotic and overweight as previously reported^26,38^. When fed a HFD, they become even more steatotic and develop further liver inflammation^39,41^. Importantly, although *Pparα*-null mice develop steatosis, they do not exhibit reduced glucose tolerance compared to *WT* mice^43^. The data we obtained in *Pparα*^*hep−/−*^ mice fed a HFD indicate that the deletion of *Pparα* in hepatocytes is sufficient to promote steatosis and inflammation. Therefore, hepatocyte-specific *Pparα* deletion promotes steatosis and liver inflammation while dissociating steatosis from glucose intolerance as observed in *Pparα*^*−/−*^ mice^42,43^.

The mechanisms involved in the susceptibility to steatosis and protection from glucose intolerance likely involve the well-established role of PPARα in the control of fatty acid transport and degradation^18^. The mechanisms by which hepatocyte *Pparα* deficiency promotes NASH likely involve lipotoxic fat accumulation, including linoleic acid (C18:2n-6), which was recently identified as promoting NAFLD etiology *in vivo*^56^. Moreover, we extend previous observations and confirm the role of hepatocyte PPARα in repressing the expression of inflammatory genes, such as those involved in the NF-kappa B pathway^57,58^. However, by comparing the HFD response in *Pparα*^*−/−*^ and in *Pparα*^*hep−/−*^ mice we observed differences in the expression of genes involved in inflammation (cell morphology, adhesion and migration) strongly suggesting that PPARα activity might be important for liver immune cells activity in the context of obesity.

This study not only shows a specific effect of hepatocyte PPARα activity, but also identifies several roles of non-hepatocytic PPARα. First, we confirmed our previous observations that, unlike *Pparα*^*hep−/−*^ mice, *Pparα*^*−/−*^ mice gain weight when fed a regular diet^19^. Moreover, because the current observations were made at thermoneutrality, this weight gain is not likely due to defective PPARα expression and activity in the brown adipose tissue. In addition, by combining different large or medium scale analyses of the liver transcriptome and metabolome, we showed that the response to HFD was different in *Pparα*^*−/−*^ mice compared to *Pparα*^*hep−/−*^ mice, showing that extra-hepatocyte PPARα mediates at least a part of the adaptive response to HFD. Since we observed significant differences in lipid metabolism between *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice fed a HFD, our results are consistent with a possible extra-hepatic influence of PPARα on whole body fatty acid and cholesterol homeostasis.

Taken together, our data demonstrate that hepatocyte-specific deletion of *Pparα* promotes steatosis and inflammation in HFD-induced obesity and provide further pre-clinical evidence that hepatocyte PPARα is a relevant direct target in NAFLD. Our data also suggest that extra-hepatic PPARα plays a major homeostatic role in the control of the metabolic response to HFD. These data are in agreement with a recent study providing evidence that extrahepatic PPARα activity such as in skeletal muscle and heart, may contribute to whole body fatty acid homeostasis^59^. Further research is required to investigate in which cells, other than hepatocytes, PPARα regulates lipid metabolism in health and disease.

## Material and Methods

### Mice

All experiments were approved by the relevant animal care and use committee (CEEA-86, Ministry of Research and Higher Education, France); notification TOXCOM108, and conducted in accordance with the European directive 2010/63/UE.

*Pparα*^*hep−/−*^ animals were created at INRA’s rodent facility (Toulouse, France) by mating the floxed-*Pparα* mouse strain with C57BL/6 J albumin-Cre transgenic mice (a gift from Prof. Didier Trono, EPFL, Lausanne, Switzerland) to obtain albumin-Cre^+/−^*Pparα*^*flox/flox*^ mice (i.e., *Pparα*^*hep−/−*^ mice as described in^19^). The *Pparα* deletion was confirmed with PCR and HotStar Taq DNA Polymerase (5 U/μl, Qiagen) using the following primers: forward: 5′- AAAGCAGCCAGCTCTGTGTTGAGC-3′ and reverse, 5′-TAGGTACCGTGGACTCAGAGCTAG-3′. The amplification conditions were as follows: 95 °C for 15 min, followed by 35 cycles of 94 °C for 1 min, 65 °C for 1 min, and 72 °C for 1 min, and a final cycle of 72 °C for 10 min. This reaction produced 450-bp, 915-bp, and 1070-bp fragments, which represented the *Pparα* sequence with an exon 4 deletion, the wild-type allele, and the floxed allele, respectively. The albumin-Cre allele was detected by PCR using the following primer pairs: CreU, 5′-AGGTGTAGAGAAGGCACTTAG-3′ and CreD, 5′- CTAATCGCCATCTTCCAGCAGG-3′; G2lox7F, 5′-CCAATCCCTTGGTTCATGGTTGC- 3′ and G2lox7R, 5′-CGTAAGGCCCAAGGAAGTCCTGC-3′).

*Pparα*-deficient C57BL/6 J mice (*Pparα*^*−/−*^) were bred at INRA’s transgenic rodent facility. Age-matched C57BL/6 J (provided by Charles River) were acclimated for 2 weeks to the local animal facility conditions prior to the experiment.

Mouse housing was controlled for temperature and light (12-h light/12-h dark). All mice were placed in a ventilated cabinet at the specific temperature of 30 °C (thermoneutrality) throughout the experiment. All animals used in these experiments were male mice.

### Diet

*WT*, *Pparα*^*−/−*^ and *Pparα*^*hep−/−*^ mice were fed a standard diet (Safe 04 U8220G10R) until 8 weeks old, when the mice were fed a high fat diet (D12492, Research Diet) thought to induce mild hepatic lesions^60^. This HFD contains 60% calories from fat (lard), 20% calories from carbohydrates (7% sucrose) and 20% calories from proteins; or a chow diet (D12450J, Research Diet) containing 10% calories from fat, 70% calories from carbohydrates (7% sucrose) and 20% calories from protein during 10 weeks (until 20 weeks old). The estimated cholesterol content is: 0.014 g/kg (chow diet) and 0.228 g/kg (HFD diet). Experimental groups were designed as follows: *WT* CTRL, 8 mice; WT HFD, 8 mice; *Pparα*^*hep−/−*^ CTRL, 10 mice; *Pparα*^*hep−/−*^ HFD, 9 mice; *Pparα*^*−/−*^ CTRL, 10 mice; *Pparα*^*−/−*^ HFD, 10 mice.

### Oral glucose tolerance test

Mice were fasted for 6 h and received an oral (2 g/kg body weight) glucose load. Blood glucose was measured at the tail vein using an AccuCheck Performa glucometer (Roche Diagnostics) at −15, 0, 15, 30, 45, 60, 90, and 120 minutes.

### Blood and tissue samples

Prior to sacrifice, blood was collected in EDTA-coated tubes (BD Microtainer, K2E tubes) from the submandibular vein. All mice were killed in a fed state. Plasma was collected by centrifugation (1500 × g, 10 min, 4 °C) and stored at −80 °C. Following killing by cervical dislocation, the organs were removed, weighted, dissected and used for histological analysis or snap-frozen in liquid nitrogen and stored at −80 °C.

### Gene expression

Total cellular RNA was extracted with Tri reagent (Molecular Research Center). Total RNA samples (2 µg) were then reverse-transcribed with the High-capacity cDNA Reverse Transcription Kit (Applied Biosystems) for real-time quantitative polymerase chain reaction (qPCR) analyses. The primers for Sybr Green assays are presented in Supplementary Table 1. Amplifications were performed on a Stratagene Mx3005P (Agilent Technology). The qPCR data were normalized to the level of the TATA-box binding protein (TBP) messenger RNA (mRNA) and analysed by the LinRegPCR v.11 software^61^.

Gene expression profiles were performed at the GeT‐TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées) using Agilent Sureprint G3 Mouse microarrays (8 × 60 K, design 077809) following the manufacturer’s instructions. For each sample, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were checked using Dropsense™ 96 UV/VIS droplet reader (Trinean, Belgium). 600 ng of Cy3-labelled cRNA were hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters.

Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus^62^ and are accessible through GEO Series accession number GSE123354 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123354).

### Histology

Formalin-fixed, paraffin-embedded liver tissue was sliced into 3 μm sections and stained with haematoxylin and eosin (H&E) for histopathological analysis. The staining was visualized with a Leica microscope DM4000 B equipped with a Leica DFC450 C camera. The H&E-stained livers sections were analysed blindly for the steatosis and the inflammation (NAFLD activity score or NAS) according to Kleiner *et al*.^49^, Steatosis was measured depending on i) the percentage of liver cells containing fat (Grade 0 to 3); ii) the localisation of steatosis (Grade 0 to 3); and iii) the presence of microvesicular steatosis (Grade 0 to 1). The degree of inflammation was appreciated by counting the inflammatory foci into 10 distinct area at 200X for each liver slice (Grade 0 to 3). Values represent the mean of 10 fields/liver slice.

### Biochemical analysis

Aspartate transaminase (AST), alanine transaminase (ALT), total cholesterol, LDL and HDL cholesterols were determined from plasma samples using a COBASMIRA + biochemical analyser (Anexplo facility).

### Analysis of liver neutral lipids

Lipids were analysed as previously described^20^. Tissue samples were homogenized in methanol/5 mM EGTA (2:1, v/v), and lipids (corresponding to an equivalent of 2 mg tissue) extracted according to the Bligh–Dyer method^63^, with chloroform/methanol/water (2.5:2.5:2 v/v/v), in the presence of the following internal standards: glyceryl trinonadecanoate, stigmasterol, and cholesteryl heptadecanoate (Sigma). Triglycerides, free cholesterol, and cholesterol esters were analysed by gas-liquid chromatography on a Focus Thermo Electron system equipped with a Zebron- 1 Phenomenex fused-silica capillary column (5 m, 0.25 mm i.d., 0.25 mm film thickness). The oven temperature was programmed to increase from 200 to 350 °C at 5 °C/min, and the carrier gas was hydrogen (0.5 bar). The injector and detector temperatures were 315 °C and 345 °C, respectively.

### Liver fatty acid analysis

To measure all hepatic fatty acid methyl ester (FAME) molecular species, lipids that corresponded to an equivalent of 1 mg of liver were extracted in the presence of the internal standard, glyceryl triheptadecanoate (2 μg). The lipid extract was transmethylated with 1 ml BF3 in methanol (14% solution; Sigma) and 1 ml heptane for 60 min at 80 °C, and evaporated to dryness. The FAMEs were extracted with heptane/water (2:1). The organic phase was evaporated to dryness and dissolved in 50 μl ethyl acetate. A sample (1 μl) of total FAME was analysed by gas-liquid chromatography (Clarus 600 Perkin Elmer system, with Famewax RESTEK fused silica capillary columns, 30-m × 0.32-mm i.d., 0.25-μm film thickness). The oven temperature was programmed to increase from 110 °C to 220 °C at a rate of 2 °C/min, and the carrier gas was hydrogen (7.25 psi). The injector and detector temperatures were 225 °C and 245 °C, respectively.

### Liver phospholipid and sphingolipid analysis

#### Chemicals and reagents

The liquid chromatography solvent, acetonitrile, was HPLC-grade and purchased from Acros Organics. Ammonium formate (>99%) was supplied by Sigma Aldrich. Synthetic lipid standards (Cer d18:1/18:0, Cer d18:1/15:0, PE 12:0/12:0, PE 16:0/16:0, PC 13:0/13:0, PC 16:0/16:0, SM d18:1/18:0, SM d18:1/12:0) were purchased from Avanti Polar Lipids.

#### Lipid extraction

Lipids were extracted from the liver (1 mg) as described by Bligh and Dyer in dichloromethane / methanol (2% acetic acid) / water (2.5:2.5:2 v/v/v). Internal standards were added (Cer d18:1/15:0, 16 ng; PE 12:0/12:0, 180 ng; PC 13:0/13:0, 16 ng; SM d18:1/12:0, 16 ng; PI 16:0/17:0, 30 ng; PS 12:0/12:0, 156.25 ng). The solution was centrifuged at 1500 rpm for 3 min. The organic phase was collected and dried under azote, then dissolved in 50 μl MeOH. Sample solutions were analysed using an Agilent 1290 UPLC system coupled to a G6460 triple quadripole spectrometer (Agilent Technologies). MassHunter software was used for data acquisition and analysis. A Kinetex HILIC column (Phenomenex, 50 × 4.6 mm, 2.6 μm) was used for LC separations. The column temperature was maintained at 40 °C. Mobile phase A was acetonitrile and B was 10 mM ammonium formate in water at pH 3.2. The gradient was as follows: from 10% to 30% B in 10 min, 100% B from 10 to 12 min, and then back to 10% B at 13 min for 1 min to re-equilibrate prior to the next injection. The flow rate of the mobile phase was 0.3 ml/min, and the injection volume was 5 μl. An electrospray source was employed in positive (for Cer, PE, PC, and SM analysis) or negative ion mode (for PI and PS analysis). The collision gas was nitrogen. Needle voltage was set at +4000 V. Several scan modes were used. First, to obtain the naturally different masses of different species, we analysed cell lipid extracts with a precursor ion scan at 184 m/z, 241 m/z, and 264 m/z for PC/SM, PI, and Cer, respectively. We performed a neutral loss scan at 141 and 87 m/z for PE and PS, respectively. The collision energy optimums for Cer, PE, PC, SM, PI, and PS were 25 eV, 20 eV, 30 eV, 25 eV, 45 eV, and 22 eV, respectively. The corresponding SRM transitions were used to quantify different phospholipid species for each class. Two MRM acquisitions were necessary, due to important differences between phospholipid classes. Data were treated with QqQ Quantitative (vB.05.00) and Qualitative analysis software (vB.04.00).

### Metabolomic analyses by 1H nuclear magnetic resonance (NMR) spectroscopy

^1^H NMR spectroscopy was performed on aqueous liver extracts prepared from liver samples (50–75 mg) homogenized in chloroform/methanol/NaCl 0.9% (2/1/0.6) containing 0.1% butyl hydroxytoluene and centrifuged at 5000 × g for 10 min. The supernatant was collected, lyophilized, and reconstituted in 600 μl of D2O containing 0.25 mM TSP [3-(trimethylsilyl)propionic-(2,2,3,3-d4) acid sodium salt] as a chemical shift reference at 0 ppm. All 1 H NMR spectra were obtained on a Bruker DRX-600 Avance NMR spectrometer operating at 600.13 MHz for 1 H resonance frequency using an inverse detection 5 mm 1H-13C-15N cryoprobe attached to a CryoPlatform (the preamplifier cooling unit). The 1 H NMR spectra were acquired at 300 K with a 1D NOESY-presat sequence (relaxation delay – 90°-t-90°-tm-90°-acquisition). A total of 128 transients were acquired into a spectrum with 20 ppm width, 32 k data points, a relaxation delay of 2.0 s, and a mixing delay of 100 ms. All 1 H spectra were zero-filled to 64 k points and subjected to 0.3 Hz exponential line broadening before Fourier transformation. The spectra were phase and baseline corrected and referenced to TSP (1 H, d 0.0 ppm) using Bruker Topspin 2.1 software (Bruker GmbH, Karlsruhe, Germany). Multivariate analysis of metabolomic data was performed.

### Statistical analysis

Biochemical, qPCR and phenotypic data were analysed using and graphpad software. Differential effects were assessed on log2 transformed data by performing ANOVA followed by Sidak post-hoc tests. p-values < 0.05 were considered significant.

Hierarchical clustering of lipid quantification data was performed using R (R Development Core Team, 2018) with the heatmap.2 function from the package, gplots. Data were log2 transformed, then centred and scaled by lipid. Hierarchical clustering was applied to the samples and the lipids using 1-Pearson correlation coefficient as distance and Ward’s criterion (Ward.D2) for agglomeration. All the data represented on the heat map had adjusted p-values <0.05 for one or more comparisons performed with an analysis of variance.

Microarray data were analyzed using R and Bioconductor packages (www.bioconductor.org, v 3.0), as described in GEO accession GSE123354. Raw data (median signal intensity) were filtered, log2 transformed, corrected for batch effects (microarray washing bath) and normalized using quantile method^64^.

A model was fitted using the limma lmFit function^65^ considering array weights using arrayWeights function. Pair-wise comparisons between biological conditions were applied using specific contrasts. A correction for multiple testing was applied using Benjamini-Hochberg procedure^66^ for False Discovery Rate (FDR). Probes with FDR ≤ 0.05 were considered to be differentially expressed between conditions.

In addition to the differential analysis, a multivariate exploratory analysis was performed. A Sparse Partial Least Squares Discriminant Analysis^67^ (sPLS-DA) was conducted using mixOmics package^68^ under to select the most discriminative variables (genes) that help classify the samples according to their experimental conditions among their expression values. Twenty iterations of 5-fold cross-validation was used to evaluate the model performance for the selection of the most informative components (6 components chosen) using all the variables (PLS-DA). Then a “sparse” PLS-DA model was parametrized selecting the first 100, 120, 80, 40, 100 and 20 (chosen according the performance results of 20 iterations of 5-fold cross-validations) most discriminant variables on the components 1 to 6 respectively.

Hierarchical clustering was applied to the samples and the differentially expressed probes using 1-Pearson correlation coefficient as distance and Ward’s criterion for agglomeration. The clustering results are illustrated as a heatmap of expression signals. Gene network and enrichment of KEGG pathways was either performed using the online software STRING V.11^69^ or Metascape^70^. Correlation graphic chart was generated using the chart correlation function from the Performance Analytics package.

## Supplementary information

Supplementary information.

# Supplementary material for: Hepatocyte-specific deletion of Pparα promotes NAFLD in the context of obesity
**Source:** Sci Rep. 2020 Apr 16;10:6489. doi: 10.1038/s41598-020-63579-3
**Supplement:** Supplementary file 1 — Supplementary information.

## Supplementary Informations

### Hepatocyte-specific deletion of *Ppar $\alpha$* promotes NAFLD in the context of obesity

Marion Régnier<sup>1</sup>, Arnaud Polizzi<sup>1</sup>, Sarra Smati<sup>1,2</sup>, Céline Lukowicz<sup>1</sup>, Anne Fougerat<sup>1</sup>, Yannick Lippi<sup>1</sup>, Edwin Fouché<sup>1</sup>, Frédéric Lasserre<sup>1</sup>, Claire Naylies<sup>1</sup>, Colette Bétoulières<sup>1</sup>, Valentin Barquissau<sup>2</sup>, Etienne Mouisel<sup>2</sup>, Justine Bertrand-Michel<sup>3</sup>, Aurélie Batut<sup>3</sup>, Talal Al Saati<sup>4</sup>, Cécile Canlet<sup>1</sup>, Marie Tremblay-Franco<sup>1</sup>, Sandrine Ellero-Simatos<sup>1</sup>, Dominique Langin<sup>2,5</sup>, Catherine Postic<sup>6</sup>, Walter Wahli<sup>1,7,8</sup>, Nicolas Loiseau<sup>1</sup>, Hervé Guillou<sup>1\*</sup>, Alexandra Montagner<sup>1,2\*</sup>

**Supplementary Table 1. Oligonucleotide sequences for real-time qPCR.** Oligonucleotides (Sigma-Aldrich) were designed using Primer Express 2.0 software (Applied Biosystems). Couples of primers have a T<sub>m</sub> of 60°C, exhibit no amplification with genomic DNA, and the derivative from each dissociation curve of amplicons from cDNA exhibits a single specific peak.

| Gene           | NCBI Refseq | Forward primer (5'-3')    | Reverse primer (5'-3') |
|----------------|-------------|---------------------------|------------------------|
| <i>Col1a1</i>  | NM_007742   | GGCTCCTGCTCCTTAGGG        | TCGGGTTTCCACGTCTCAC    |
| <i>Ppar-γ2</i> | NM_011146   | GATGCACTGCCTATGAGCACTT    | GAATGGCATCTCTGTGCAACC  |
| <i>Vnn1</i>    | NM_011704   | ATGAGGTTTATGCCTTTGGAGC    | CCACAGGTGCGTAAATTGGTAG |

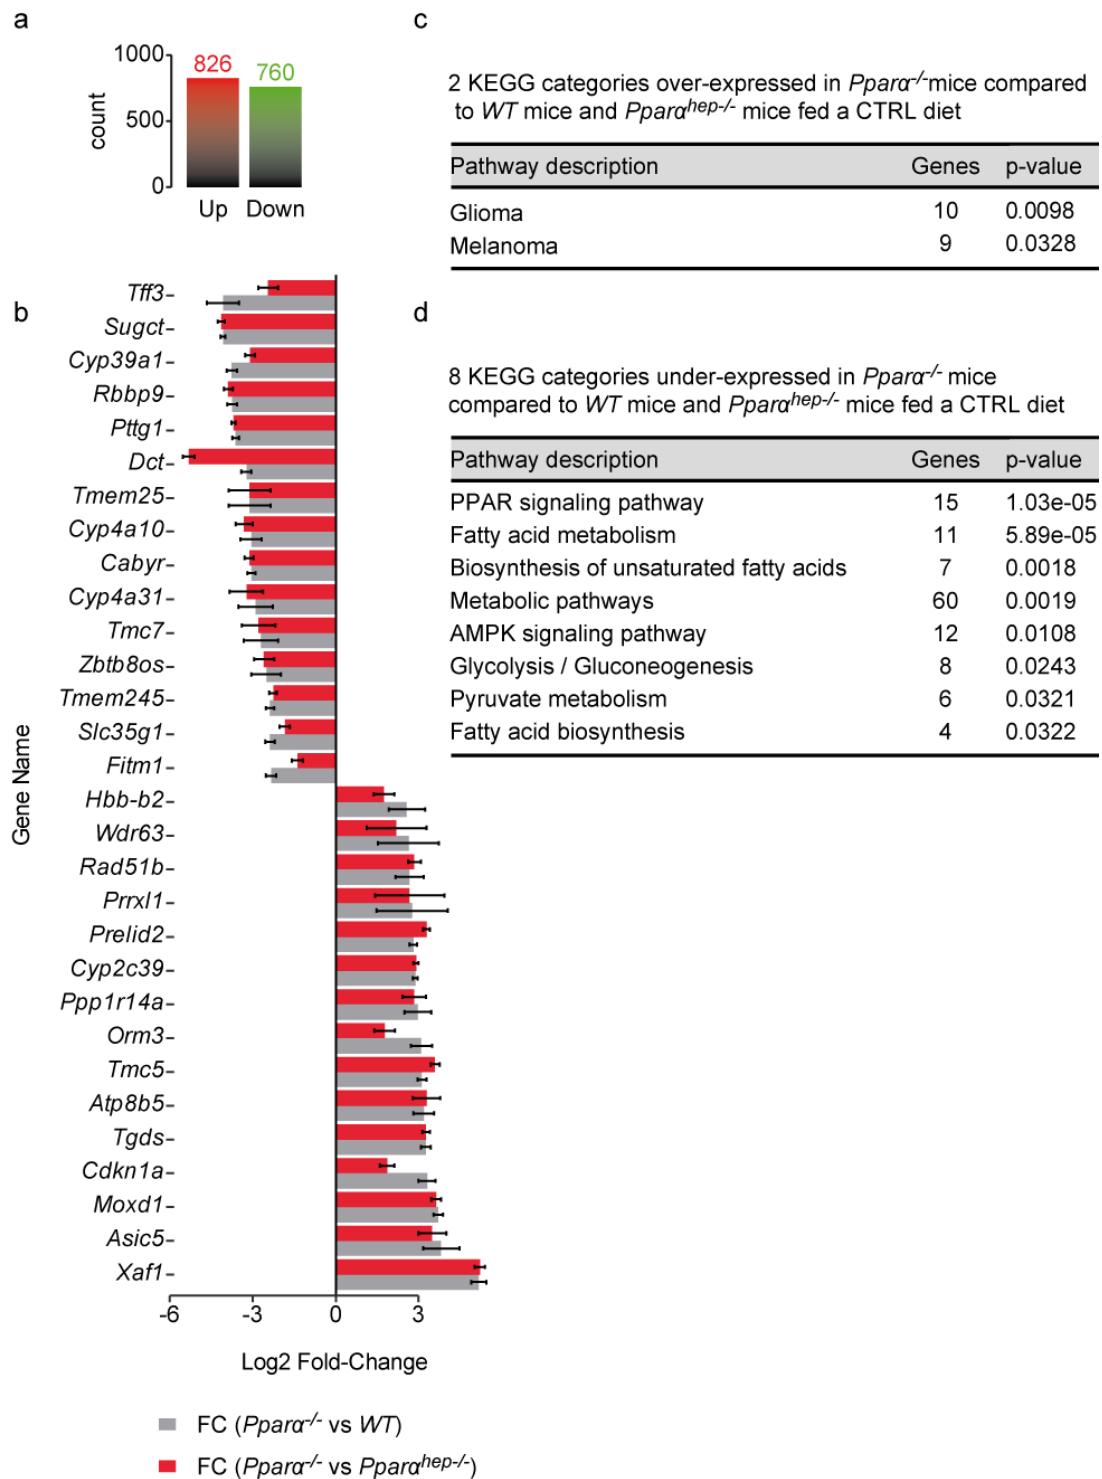

**Supplementary Figure 1. Differential hepatic gene expression profiles by comparing *Ppara*<sup>-/-</sup> to both *WT* and *Ppara*<sup>hep-/-</sup> mice.** (a) Number of differentially expressed genes by comparing *Ppara*<sup>-/-</sup> to both *WT* and *Ppara*<sup>hep-/-</sup> mice (adjusted  $p \leq 0.05$ ) (b) Grey bars represent the top 15 induced and repressed genes specifically in *WT* mice compared to *Ppara*<sup>-/-</sup> mice fed a CTRL diet. Red bars represent the differentially expressed genes between *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup> mice fed a CTRL diet ( $p \leq 0.05$ ). (c) Analysis of KEGG categories over-expressed in *Ppara*<sup>-/-</sup> mice compared to both *WT* mice and *Ppara*<sup>hep-/-</sup> mice fed a CTRL diet ( $p \leq 0.05$ ). (d) Analysis of KEGG categories under-expressed in *Ppara*<sup>-/-</sup> mice compared to both *WT* mice and *Ppara*<sup>hep-/-</sup> mice fed a CTRL diet ( $p \leq 0.05$ ).

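Supplementary Figure 1b shows 15 genes as lower and 15 as higher in *Pparα*-/- mice on the CTRL diet. Of the first, 13 were lower in *Pparα*-/- mice than in *WT* mice, and 13 than in *Pparα* hep-/- mice, at an adjusted p of at most 0.05 in limma, with median log2 fold changes of -2.90 and -3.12. Of the second, 14 were higher than in each, with medians of 3.04 and 2.85. In each list 1 gene was called in the opposite direction against *WT* mice. The study chose these genes on the same mice.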

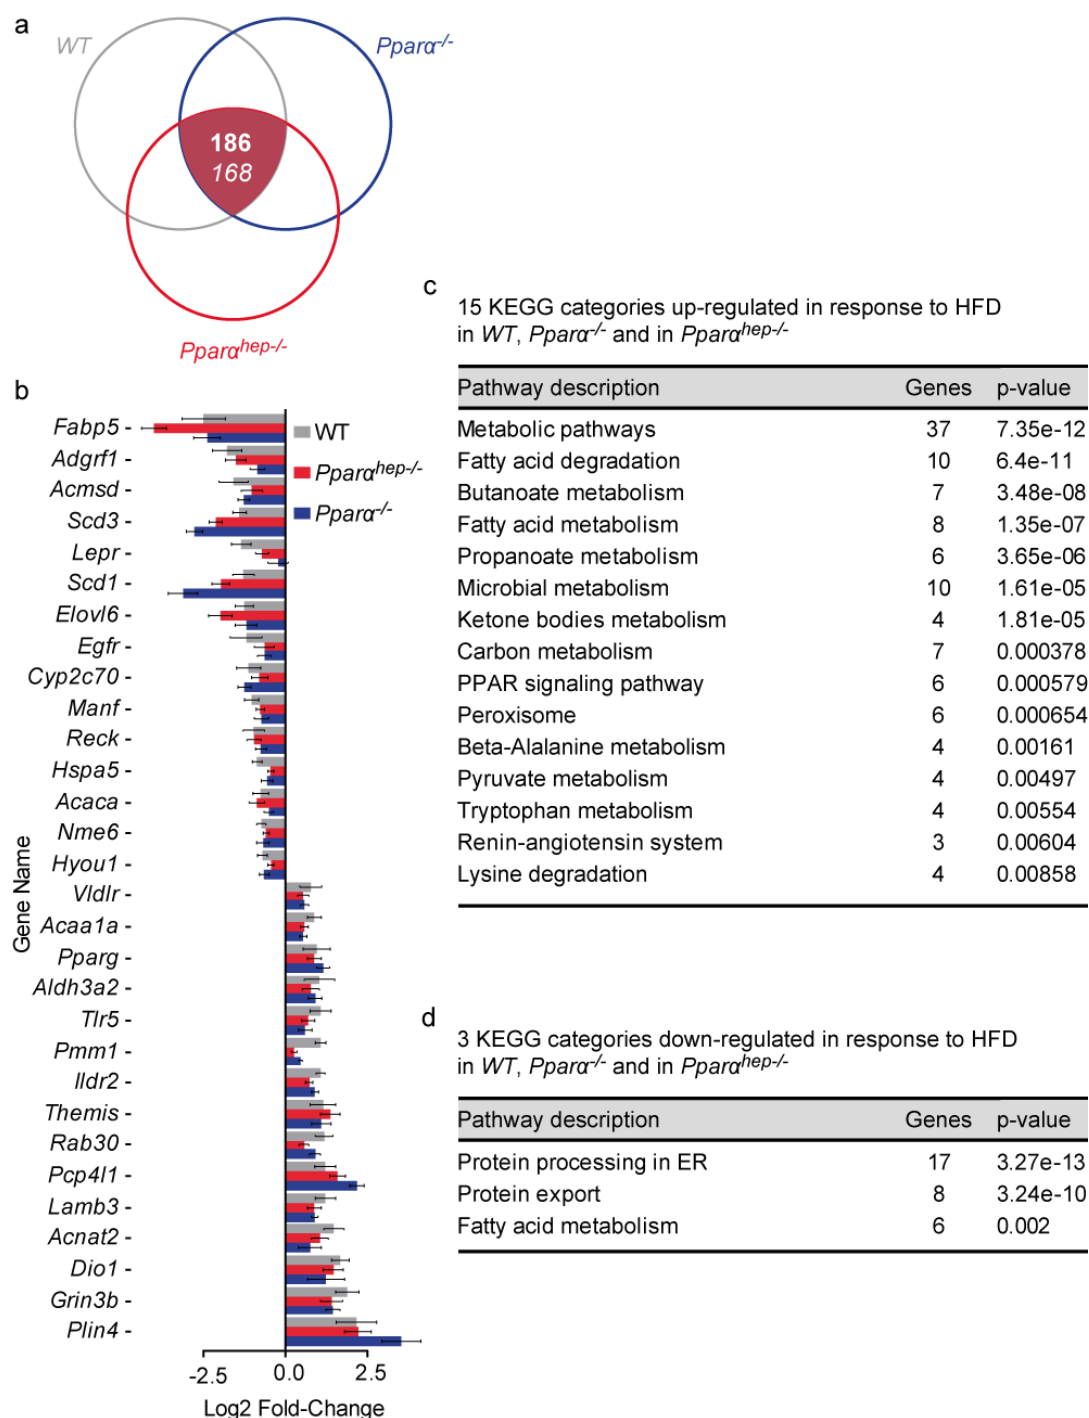

**Supplementary Figure 2. Common changes in the hepatic gene expression profiles of WT, *Ppara*<sup>hep-/-</sup>, *Ppara*<sup>-/-</sup> mice in response to HFD.** (a) Venn diagram presenting the number of overlapping hepatic genes up-regulated (bold) and down-regulated (regular) in response to HFD in WT, *Ppara*<sup>hep-/-</sup>, and *Ppara*<sup>-/-</sup> mice (adjusted  $p \leq 0.05$ ) (b) Grey bars represent the top 15 induced and repressed genes specifically in WT mice exposed to CTRL diet vs HFD. Red and blue bars represent the HFD-induced responses in *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup>, respectively. (c) Analysis of KEGG categories up-regulated in WT, *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup> mice fed a HFD vs. CTRL diet ( $p \leq 0.01$ ). (d) Analysis of KEGG categories down-regulated in WT, *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup> mice fed a HFD ( $p \leq 0.01$ ).

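Supplementary Figure 2b shows 15 genes as raised and 15 as lowered by the HFD in the 3 genotypes. Each list had all 15 genes called in its direction in *WT* and *Pparα* hep-/- mice and 14 in *Pparα*-/- mice, at an adjusted p of at most 0.05 in limma. The median log2 fold changes of the raised genes were 1.39 in *WT*, 0.98 in *Pparα* hep-/- and 1.12 in *Pparα*-/- mice. Those of the lowered genes were -1.16, -1.01 and -0.83. The study chose these genes on the same mice.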

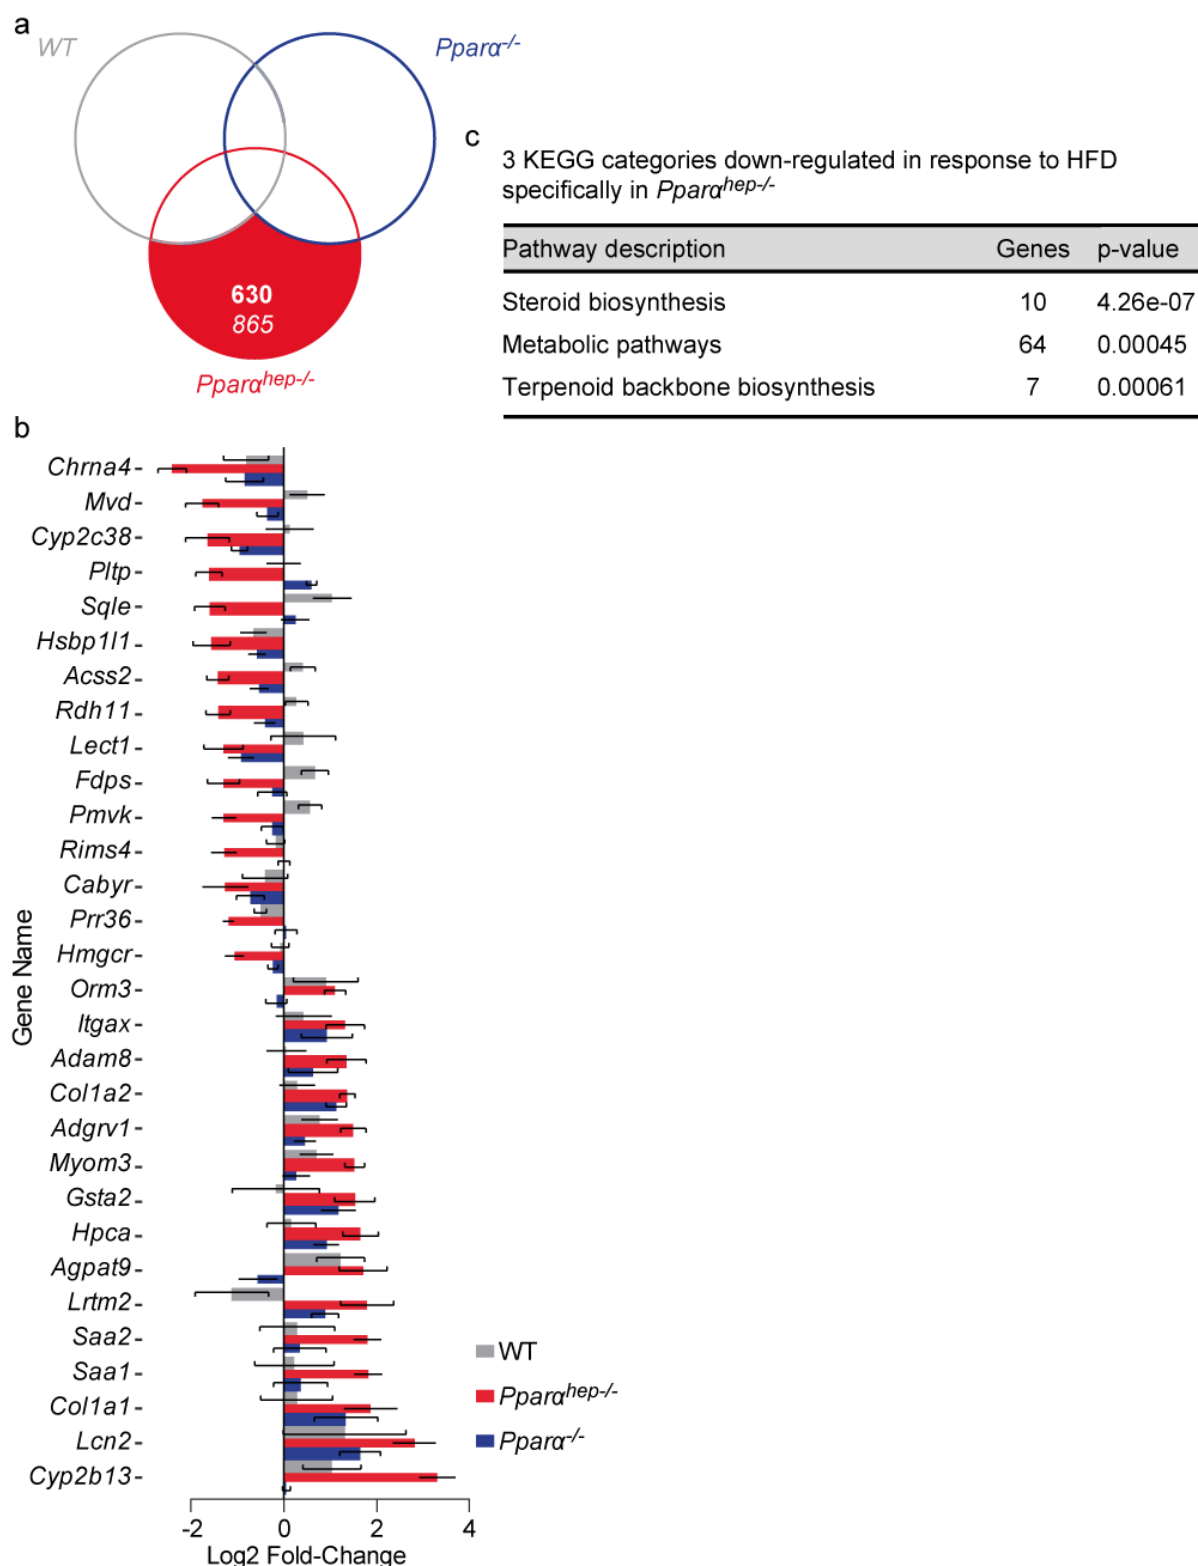

**Supplementary Figure 4. Specific changes in liver gene expression profiles in *Ppara*<sup>hep-/-</sup> mice fed a HFD.** (a) Venn diagram presenting the number of hepatic genes up-regulated (bold) and down-regulated (regular) in response to HFD in *WT*, *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup> mice (adjusted p-value;  $p \leq 0.05$ ) (b) Red bars represent the top 15 induced and repressed genes in *Ppara*<sup>hep-/-</sup> mice fed a HFD vs CTRL diet. Grey bars represent the gene expression profile in *WT* mice and blue bars the gene expression profile in *Ppara*<sup>-/-</sup> mice (c) Analysis of KEGG categories specifically down-regulated in *Ppara*<sup>hep-/-</sup> mice fed a HFD ( $p \leq 0.01$ ).

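Of the 15 genes that Supplementary Figure 4b shows as raised in *Pparα* hep-/- mice, all 15 were raised there at an adjusted p of at most 0.05 in limma, 7 also in *Pparα*-/- mice and 2 also in *WT* mice. All 15 of the lowered genes were lowered in *Pparα* hep-/- mice, 3 of them also in *Pparα*-/- mice and 2 in *WT* mice. Called in *Pparα* hep-/- mice only were 6 of the raised and 11 of the lowered genes. The interaction with *WT* mice passed for 4 of the raised and 13 of the lowered genes, and that with *Pparα*-/- mice for 3 and 10.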

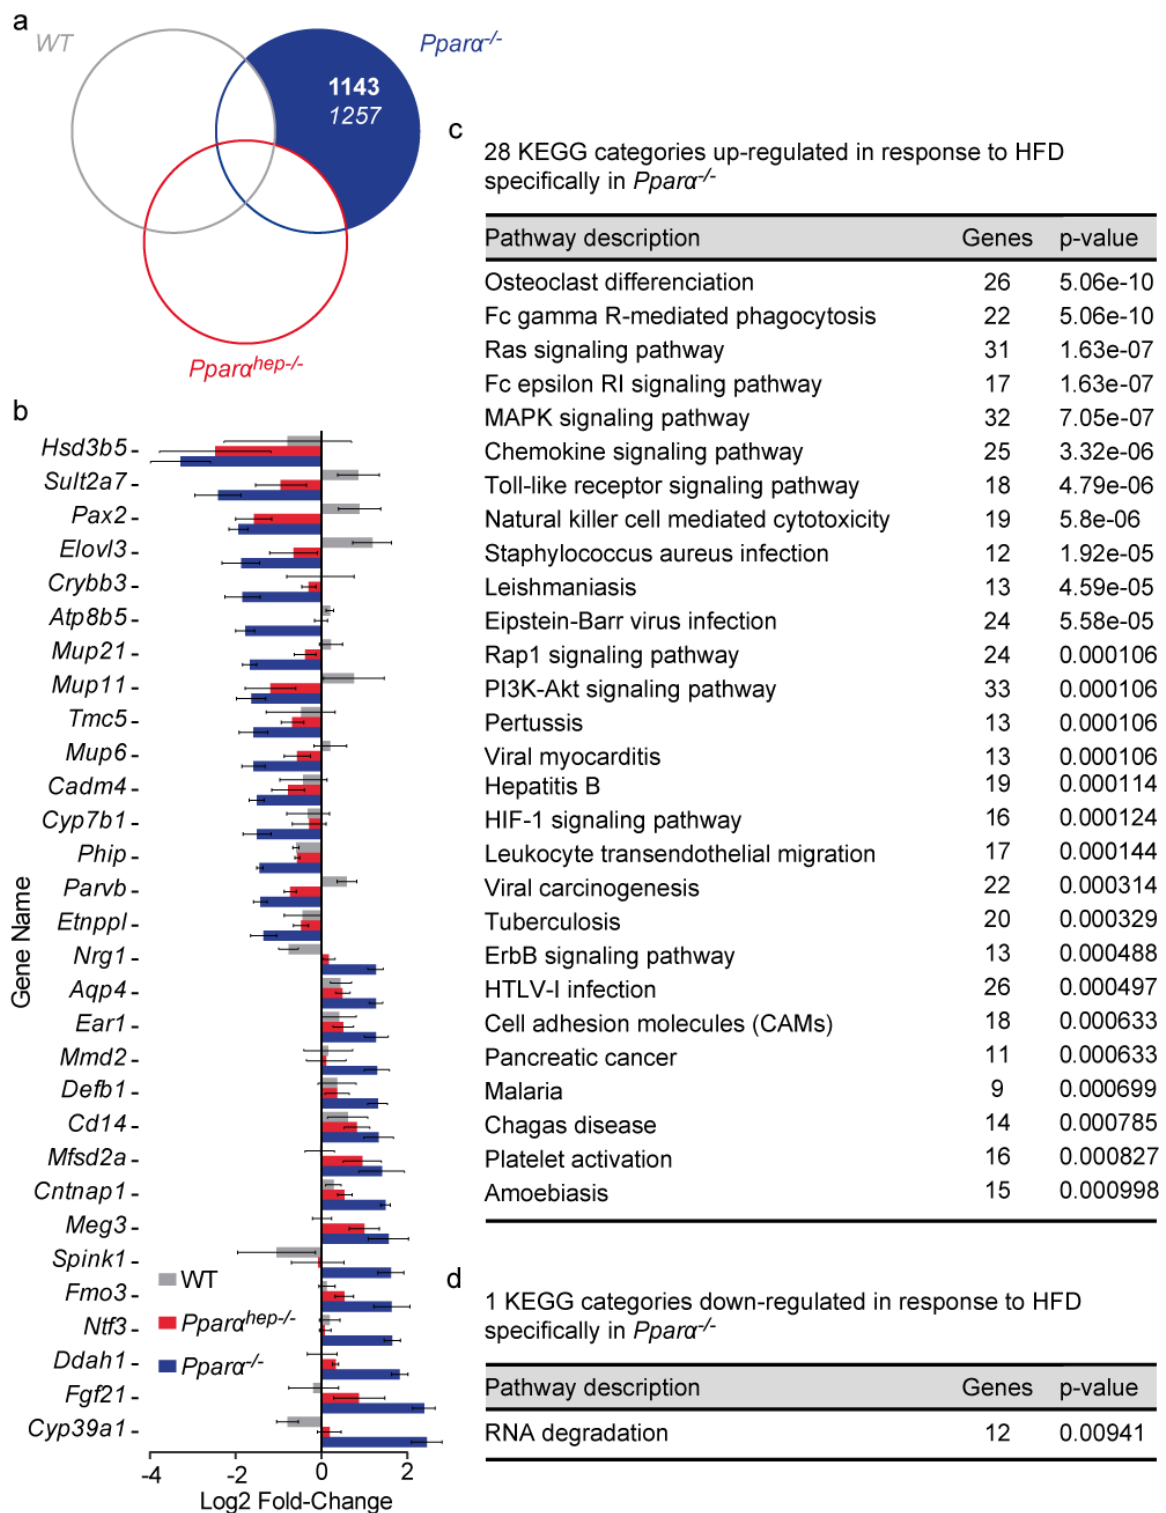

**Supplementary Figure 5. Specific changes in liver gene expression profiles in *Ppara*<sup>-/-</sup> mice fed a HFD.** (a) Venn diagram presenting the number of hepatic genes up-regulated (bold) and down-regulated (regular) in response to HFD in *WT*, *Ppara*<sup>hep-/-</sup> and *Ppara*<sup>-/-</sup> mice (adjusted  $p \leq 0.05$ ). (b) Blue bars represent the top 15 induced and repressed genes in *Ppara*<sup>-/-</sup> mice fed a HFD vs. CTRL diet. Grey bars represent the gene expression profile in *WT* mice and red the gene expression profile in *Ppara*<sup>hep-/-</sup> mice (c) Analysis of KEGG categories specifically up-regulated in *Ppara*<sup>-/-</sup> mice fed a HFD ( $p \leq 0.001$ ).

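Of the 15 genes that Supplementary Figure 5b shows as raised by the HFD in *Pparα*-/- mice, 14 were raised there at an adjusted p of at most 0.05 in limma, 5 also in *Pparα* hep-/- mice and 0 in *WT* mice. All 15 genes shown as lowered were lowered in *Pparα*-/- mice and 8 of them also in *Pparα* hep-/- mice. Called in *Pparα*-/- mice only were 9 of the raised and 7 of the lowered genes. The response of *Pparα*-/- mice differed from that of *WT* mice for 8 of the raised and 9 of the lowered genes, and from that of *Pparα* hep-/- mice for 3 and 2.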

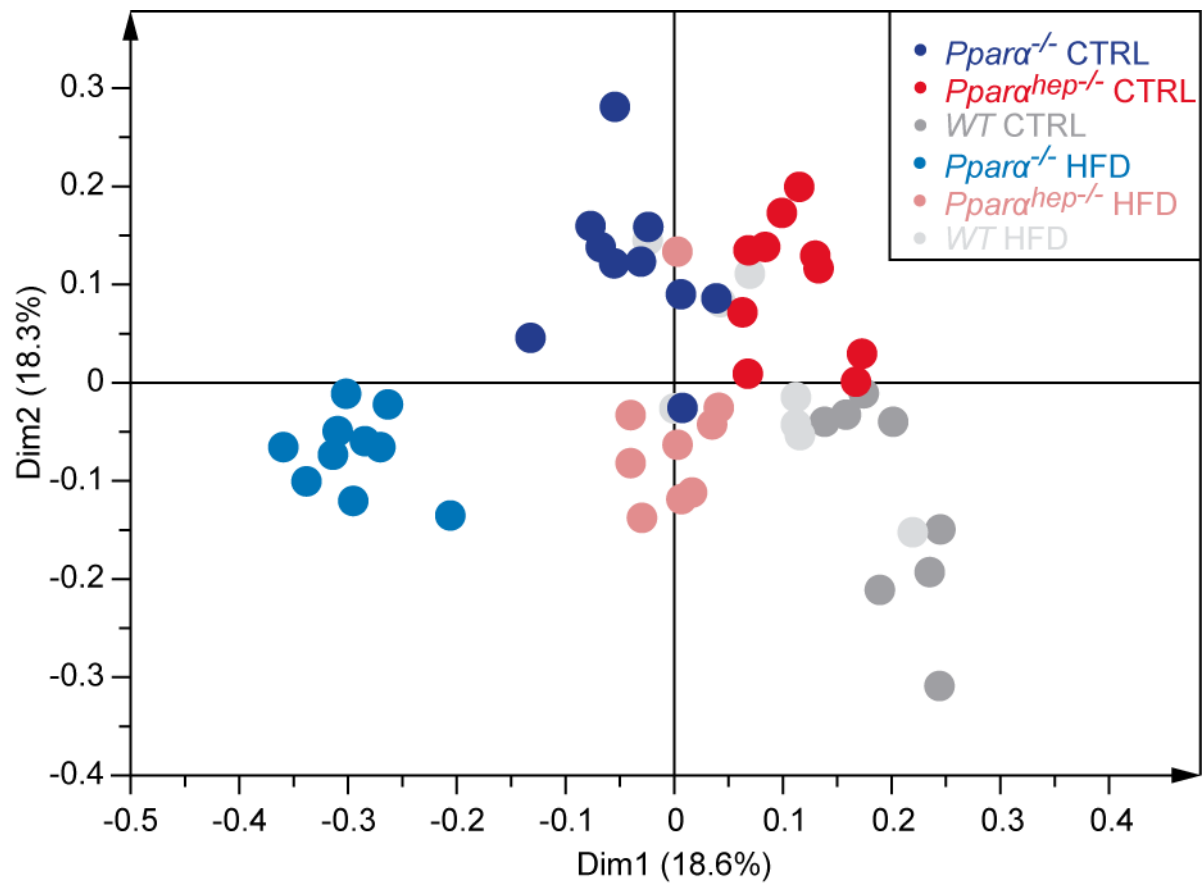

**Supplementary Figure 6. Liver metabolome discriminates whole-body *Ppara* deletion from hepatocyte-specific PPAR $\alpha$  deletion in mice fed a HFD.** Two-dimensional PLS-DA score plot of liver extract integrated <sup>1</sup>H-NMR spectra. Each dot represents an observation (animal), projected onto first (horizontal axis) and second (vertical axis) PLS-DA variables.

How the deposited data were processed for this re-analysis (not part of the article)

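The authors deposited the output of Feature Extraction 10.10.1.1 for each array. The spot intensities used here are, per the file headers, median pixel intensities that had been neither background subtracted nor normalized. The processed intensities in the same files had been background subtracted and spatially detrended, per the file headers, with surrogate values at low signal. The authors' log2 values are a table that, as deposited, had been filtered, log2 transformed, corrected for the washing bath and quantile normalized by the authors.

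Intensities were taken to the log2 scale, spots marked as outliers by Feature Extraction were left out, and the spots of a probe were averaged. Probes were kept when they were well above background on at least 4 of 8 arrays of at least 1 group. Values were quantile normalized over the 48 arrays. limma was fitted with 1 mean per group, a wash batch term and array weights, followed by empirical Bayes moderation, and p was adjusted by the Benjamini-Hochberg method within each contrast. Probes with a missing value were fitted by their pattern of missing arrays and moderated together with the others. This was put in after results had been seen, because with the 195 missing values limma had taken the correlation of the coefficients from the unweighted design. Before it, HFD-responsive probes numbered 6304 in *WT*, 5913 in *Pparα* hep-/- and 7852 in *Pparα*-/- mice, against 6248, 6735 and 8273 after it. A probe was called at an adjusted p of at most 0.05. Genes in Venn regions were counted per direction by their called probes. The 8 mice of a group are the units of the tests between groups. The tests of neighbouring genes and of chromosomes take genes as units, which are not independent.

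The genes named are those that the paper's text names, the genes that its figures label with bars, given as tallies, and for each comparison the 3 genes with the largest change in each direction among called probes whose mice did not overlap. One gene that the text names is not reported here. This rule, the model, the thresholds, the gene lists and the first set of alternatives were written before the data were examined, except for the fit of probes with a missing value. A gene's value is that of its tested probe with the highest mean signal. Probe positions are those of mm9 in the files.

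The gene lists cover cholesterol biosynthesis, PPARα target genes of fatty acid oxidation, NF-kappa B, TNF and TLR signalling, protein processing in the endoplasmic reticulum, cytoplasmic ribosomal proteins, collagen and fibrosis, macrophages, neutrophils, white adipocytes, pancreas, red blood cells, male-biased and female-biased liver genes, clock genes high or low before the dark phase, oxidative phosphorylation and peroxisome biogenesis. They were tested with camera at a preset correlation of 0.01, and again with fry and with the correlation estimated from the data. KEGG, STRING and Metascape analyses were not repeated.

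Clusters used 1 minus Pearson's correlation and Ward's criterion on z scores of the single arrays, after removal of the wash batch. The sparse discriminant model used mixOmics 6.26.0 with 6 components. Other splits of the mice were fitted for each comparison, 100 within each genotype and 40 for the other comparisons. In 1 split, of the *Pparα*-/- and *Pparα* hep-/- CTRL mice, the estimation of the weights stopped before it converged, with 0 probes called. Weights estimated gene by gene gave 2201 there, below the 7845 of the real split. In the draws with random signs 0 of 20 estimations stopped early. Versions were R 4.3.3, limma 3.58.1 and data.table 1.17.8.

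In simulated data with 200 changed probes at a log2 change of 1, the weighted fit recovered 95% to 96% of them, with 5.47%, 5.88% and 6.34% of calls false in the 3 HFD contrasts. Without weights 91% to 93% were recovered, with 18.4%, 0.546% and 1.08% false. The simulated noise followed the estimated weights, which favours the weighted fit, and the simulation was run after the first fits of the deposited data.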

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

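The tests on single arrays, on slide or wash batch as the whole cause of the differing responses and on random signs were chosen after the results had been seen. The other tests were set before.

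Among 72 groups of 8 mice examined for a mouse far from the rest, 7 had one, where chance gives about 1 in 20, or 3.6. A mouse was taken as far when its gap to the nearest other mouse, divided by the range of its group, exceeded Dixon's 95% critical value for 8.

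The array of *WT* CTRL replicate 6 had a root mean square deviation from its group of 0.561 on the log2 scale, against 0.270 to 0.345 for the other 7. Its median signal of 68 is the median of its group, which argues against poor hybridisation. The other arrays of its slide deviated by at most 0.3139, which argues against the slide. This does not decide on the wash batch. *Pparα* hep-/- CTRL replicate 1 (0.594), *WT* HFD replicate 6 (0.4593) and *WT* HFD replicate 2 (0.4534) shared its batch. Among the remaining arrays of both batches the largest deviation was 0.3839. Its score on the genes specific to *Pparα*-/- mice, -0.8578 against at least 0.2194 in those mice, argues against a mislabelled *Pparα*-/- mouse. The gap between its macrophage and red blood cell markers was 2.22 SD. This does not decide on a lower share of hepatocytes, because markers of other cells differed in direction. Collagen genes deviated by 1.8624, macrophage markers by 1.2359, neutrophil markers by 0.4358 and red blood cell markers by -0.3392. On the genes that both deletions shift from *WT* mice its score was 0.3116, between the *WT* mice (at most 0.0338 without the far arrays) and the *Pparα* hep-/- mice (at least 0.6972), so a *Pparα* hep-/- mouse with a wrong label cannot be told apart from other explanations, because the score lies in neither group. On genes that answer the HFD in the 2 deletions its score was 0.6644, above the other *WT* CTRL mice (at most 0.0024), but the *WT* HFD mice overlap those on this score and only replicate 6 of them, at 0.8935, lies higher. On the genes of its own genotype it was -0.1131, between the CTRL mice (at most -0.12) and the HFD mice (at least -0.0492). A mislabelled diet and a mouse with an unusual response cannot be told apart, because the first score does not separate the diets in *WT* mice and the second lies between them. Its male-biased genes deviated by -1.8632, and a loss of the male pattern in that mouse cannot be told apart from the other explanations, because another mouse deviated more.

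The array of *Pparα* hep-/- CTRL replicate 1 deviated by 0.594, against 0.2035 to 0.2725 for the other 7. In the same mouse *Ppara* was 13.26 (others 13.94 to 14.28) and *Acot2* was 10.84 (others 8.67 to 9.68). Its score on genes that both deletions shift, 0.827, lies among the *Pparα* hep-/- mice and argues against a mislabelled genotype, as does -0.7416 on the genes specific to *Pparα*-/- mice against a mislabelled *Pparα*-/- mouse. Its diet score was 0.635 on the genes of its own genotype, beyond all other mice of both diets, and 1.2196 on those of the other genotypes, within the CTRL mice, so a mislabelled diet cannot be told apart from other explanations, because the scores answer differently. Its median signal of 91 was the highest of the 48 arrays. A slide effect of up to 0.4593 in other arrays of the slide, a deviation of male-biased genes of -1.9757 and a marker gap of 1.71 SD also leave hybridisation, the slide, a loss of the male pattern and a lower share of hepatocytes open. These cannot be told apart, because a single array shows all of them together.

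The deviations of *WT* CTRL replicate 6 correlated with those of *Pparα* hep-/- CTRL replicate 1 at r = 0.754 and with those of *WT* HFD replicate 6 at 0.694, across genes that are not independent replicates. The last 2 correlated at 0.589. For *WT* HFD replicate 6, a median signal of 71, a score of 0.3653 on the genes of its own genotype and one of -0.9323 on those specific to *Pparα*-/- mice argue against poor hybridisation, a mislabelled diet and a mislabelled *Pparα*-/- mouse. Its score of 0.561 on the genes that both deletions shift lies between the *WT* mice and the *Pparα* hep-/- mice, nearer the latter, so a mislabelled genotype cannot be told apart from other explanations, because the score lies in neither group. The slide, a loss of the male pattern and a lower share of hepatocytes cannot be told apart either, because another far array, at 0.594, is on its slide, its male-biased genes at -1.5635 are among the lowest together with those of the other far arrays, and its marker gap was 1.63 SD. The diet score of 0.8935 on the genes of the other genotypes was the highest of the *WT* mice and decides nothing, since the diets overlap on it. The scores of *WT* HFD replicate 2 on diet, -0.1105 and -0.3359, likewise leave a mislabelled diet open, because the 2 diets lie close together on the first score and overlap on the second. The deviations of this mouse correlated with those of *WT* HFD replicate 1 at r = 0.678. PPARα targets deviated by -1.41 in replicate 2 and -1.13 in replicate 1. Leaving out either changed the calls of *Cyp4a14* and *Acot3* between *WT* and *Pparα* hep-/- mice, and of *Acot2* between *WT* and *Pparα*-/- mice.

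*Vnn1* was 7.454 in *Pparα*-/- CTRL replicate 2 (others 5.18 to 5.90). In *Pparα*-/- CTRL replicate 3 *Cyp4a14* was 7.429 (others 5.01 to 5.45) and *Acot2* was 10.19 (others 8.18 to 8.98). In that mouse clock genes high before the dark phase deviated by -1.5365. Another time of sampling for it cannot be told apart from other explanations, because the pattern was first seen in these genes. For the values of single genes in these mice no biological explanation was tested.

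The HFD response differed between *WT* and *Pparα* hep-/- mice for 3472 probes, between *WT* and *Pparα*-/- mice for 4781 and between *Pparα* hep-/- and *Pparα*-/- mice for 1139. In fits of the mice of only the 2 genotypes compared, the probes numbered 2544, 4365 and 894, and there random grouping of the mice could be excluded for each of the 3, with 1 of 40 splits as large, the real one. With the slide as a block the lowest of these counts was 909, which argues against slide or wash batch as the whole cause. A part played by slide or wash batch cannot be told apart from a difference of genotype, because the largest fall of a count was 1.64 times. The genotype remains among the open explanations.

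By the interaction test, *Ppara* responded more in *WT* than in *Pparα* hep-/- mice by 0.4245 on the log2 scale and than in *Pparα*-/- mice by 0.4301. *Acot2* differed between *WT* and *Pparα* hep-/- mice by 1.448. *Fitm1* differed by 1.657 and 1.806, *Cyp4a14* between *WT* and *Pparα*-/- mice by 1.96 and *Fgf21* between the same by -2.646. Without *WT* CTRL replicate 4, or without *WT* CTRL replicate 1, neither difference of *Ppara* passed, and the first also failed without *WT* HFD replicate 7 or *Pparα* hep-/- CTRL replicate 4. The highest adjusted p in these fits was 0.0742 for the first and 0.0563 for the second. The difference of *Acot2* was lost in 36 of 48 fits with an array left out, with adjusted p from 0.00984 to 0.136. Without array weights only the difference of *Fgf21* passed (adjusted p = 0.00788), and the adjusted p of the others was from 0.115 to 0.602.

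The lists whose response differed between *WT* and *Pparα* hep-/- mice in camera were cholesterol biosynthesis by a mean of 1.7, PPARα targets by 0.506, NF-kappa B signalling by -0.288, protein processing by -0.224, collagen by -0.816, macrophages by -0.54, male-biased genes by 0.8, ribosomal proteins by -0.105, oxidative phosphorylation by 0.0613 and peroxisome biogenesis by 0.185. Between *WT* and *Pparα*-/- mice the differences were 0.841, 0.353, -0.351, -0.121, -0.606, -0.72, 1.08, -0.274, 0.104 and 0.28, in the same order. Between *Pparα* hep-/- and *Pparα*-/- mice cholesterol biosynthesis differed by -0.863, protein processing by 0.104, male-biased genes by 0.278, ribosomal proteins by -0.169, oxidative phosphorylation by 0.0424 and peroxisome biogenesis by 0.0953. With the correlation estimated from the data none of the 49 list results that passed in camera did so, as said of the dependence on processing.

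For the inflammatory genes raised in both deletions, more macrophages in the tissue may contribute, since the macrophage list rose in *Pparα* hep-/- mice with an adjusted p of 2.73e-06. This does not tell more cells from more expression per cell. The neutrophil list had an adjusted p of 0.109 in *Pparα* hep-/- mice, and more neutrophils or blood cannot be told apart from no change, because the list is short.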

How the results depend on the processing

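Added after the values had been seen were the authors' table with fewer corrections or arrays or stricter thresholds, other weight estimators, the fits with each array left out and the fit as first run, without separate fits of probes with a missing value (6304, 5913 and 7852 HFD-responsive probes in *WT*, *Pparα* hep-/- and *Pparα*-/- mice). The other alternatives were set before the data were examined.

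The count of a result is called moved when it differs by more than 1.5 times. Of 40 results, normexp background, the authors' table and batch removal before quantile normalization moved 0, and the processed signal scaled to its 75th percentile, the slide as a block and the replicate block moved 1 each. The strict filter moved 0 of 36 and a single adjustment over the 3 contrasts 0 of 19. No filter moved 16 of 36, no array weights 17 of 40, no wash term 9 of 40, an FDR of 0.01 24 of 28, the 16 arrays of the genotype 2 of 19 and the brightest probe 2 of 18. Both interactions being required moved 8 of 8. Counts fall by construction where a threshold is stricter, a requirement is added or probes are fewer per gene. For array weights, the wash term, the filter, the blocks, scaling and the number of arrays the cause was not tested.

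HFD-responsive probes without array weights numbered 1270 in *Pparα* hep-/- and 4034 in *Pparα*-/- mice. HFD-sensitive probes without array weights numbered 7911, with 6439 genes. Raised genes without array weights numbered 133 in *Pparα* hep-/- only, 86 in *WT* and *Pparα* hep-/-, 110 in both deletions only and 117 in all 3 genotypes. Lowered genes without array weights numbered 287 in *Pparα* hep-/- only, 159 in *WT* and *Pparα* hep-/-, 115 in both deletions only and 91 in all 3 genotypes. Interactions without array weights passed for 298 between *WT* and *Pparα* hep-/-, 1740 between *WT* and *Pparα*-/- and 110 between *Pparα* hep-/- and *Pparα*-/- mice. Probes without array weights on both diets numbered 339 above *WT* in both deletions and 495 below it.

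HFD-responsive probes without the wash term numbered 4236 in *Pparα* hep-/- mice. Raised genes without the wash term numbered 577 in *Pparα* hep-/- only, 149 in *WT* and *Pparα* hep-/- and 581 in both deletions only. Lowered genes without the wash term numbered 290 in *WT* and *Pparα* hep-/-, 541 in both deletions only and 241 in all 3 genotypes. Interactions without the wash term passed for 2185 between *WT* and *Pparα* hep-/- and 3099 between *WT* and *Pparα*-/- mice.

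HFD-responsive probes without the filter numbered 3578 in *Pparα* hep-/- mice. Raised genes without the filter numbered 562 in *Pparα* hep-/- only, 154 in *WT* and *Pparα* hep-/-, 501 in both deletions only and 204 in all 3 genotypes. Lowered genes without the filter numbered 809 in *Pparα* hep-/- only, 230 in *WT* and *Pparα* hep-/-, 255 in *WT* and *Pparα*-/-, 425 in both deletions only and 169 in all 3 genotypes. Interactions without the filter passed for 1226 between *WT* and *Pparα* hep-/-, 2528 between *WT* and *Pparα*-/- and 399 between *Pparα* hep-/- and *Pparα*-/- mice. Probes without the filter on both diets numbered 450 above *WT* in both deletions and 570 below it. Pearson's r of the 2 deletions without the filter was 0.5584.

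HFD-responsive probes at FDR 0.01 numbered 3481 in *WT*, 3197 in *Pparα* hep-/- and 4608 in *Pparα*-/- mice. HFD-sensitive probes at FDR 0.01 numbered 8973, with 7272 genes. Raised genes at FDR 0.01 numbered 552 in *Pparα* hep-/- only, 132 in *WT* and *Pparα* hep-/-, 130 in *WT* and *Pparα*-/-, 447 in both deletions only and 163 in all 3 genotypes. Lowered genes at FDR 0.01 numbered 893 in *WT* only, 763 in *Pparα* hep-/- only, 196 in *WT* and *Pparα* hep-/-, 180 in *WT* and *Pparα*-/-, 337 in both deletions only and 131 in all 3 genotypes. Interactions at FDR 0.01 passed for 1091 between *WT* and *Pparα* hep-/-, 1929 between *WT* and *Pparα*-/- and 329 between *Pparα* hep-/- and *Pparα*-/- mice. There were 1315 genes higher in *Pparα*-/- than in both other groups on the CTRL diet and 1493 lower at FDR 0.01. Probes at FDR 0.01 on both diets numbered 961 above both others in *Pparα*-/- mice, 385 above *WT* in both deletions and 491 below it.

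Raised genes with interactions required numbered 618 in *WT* only, 24 in *Pparα* hep-/- only, 230 in *Pparα*-/- only and 178 in both deletions only. Lowered genes with interactions required numbered 369 in *WT* only, 70 in *Pparα* hep-/- only, 128 in *Pparα*-/- only and 209 in both deletions only.

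Lowered genes by brightest probe numbered 261 in *WT* and *Pparα*-/- and 229 in all 3 genotypes.

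Raised genes by the genotype's 16 arrays numbered 176 in *WT* and *Pparα* hep-/-. Lowered genes by the genotype's 16 arrays numbered 274 in *WT* and *Pparα* hep-/-.

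The processed signal scaled to its 75th percentile gave 1575 genes lowered in both deletions only. It reversed the camera result of oxidative phosphorylation in *Pparα* hep-/- mice (adjusted p = 1.57e-05) and of ribosomal proteins in *Pparα*-/- mice (adjusted p = 0.000185), and the cause was not tested. The interaction of *WT* and *Pparα* hep-/- mice passed for 2122 probes with the slide as a block and for 2276 with the replicate block, and the cause was not tested. Spearman's rho of the 2 deletions was 0.5409.

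With the correlation estimated from the data, camera gave an adjusted p of 0.386 for cholesterol biosynthesis, 0.156 for PPARα targets and 0.156 for protein processing in the endoplasmic reticulum in *WT* mice. In *Pparα* hep-/- mice it gave 0.174 for cholesterol biosynthesis, 0.265 for PPARα targets, 0.252 for NF-kappa B signalling and 0.403 for protein processing. In *Pparα*-/- mice it gave 0.265, 0.252 and 0.252 for the last 3 lists. For these values the cause was not tested. With the replicate block cholesterol biosynthesis fell in *Pparα*-/- mice at an adjusted p of 0.0488. Of 49 list results past the threshold, 49 also passed with normexp background, the authors' table, the strict filter and batch removal, 48 without the filter, 47 with either block, 46 without the wash term, 44 with the scaled processed signal and 42 without array weights.

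HFD-responsive probes in the authors' table without array weights numbered 1272 in *Pparα* hep-/- and 4078 in *Pparα*-/- mice. HFD-sensitive probes there numbered 7934, with 6449 genes. Raised genes there numbered 131 in *Pparα* hep-/- only, 82 in *WT* and *Pparα* hep-/-, 109 in both deletions only and 122 in all 3 genotypes. Lowered genes there numbered 294 in *Pparα* hep-/- only, 155 in *WT* and *Pparα* hep-/-, 116 in both deletions only and 93 in all 3 genotypes.

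HFD-responsive probes in the authors' table without wash term or array weights numbered 1267 in *Pparα* hep-/- and 4322 in *Pparα*-/- mice. HFD-sensitive probes there numbered 8278, with 6711 genes. Raised genes there numbered 127 in *Pparα* hep-/- only, 80 in *WT* and *Pparα* hep-/-, 111 in both deletions only and 122 in all 3 genotypes. Lowered genes there numbered 284 in *Pparα* hep-/- only, 162 in *WT* and *Pparα* hep-/-, 115 in both deletions only and 96 in all 3 genotypes. Pearson's r of the 2 deletions there was 0.5696.

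HFD-responsive probes in the authors' table at FDR 0.01 numbered 3464 in *WT*, 3241 in *Pparα* hep-/- and 4649 in *Pparα*-/- mice. HFD-sensitive probes there numbered 9017, with 7319 genes. Raised genes there numbered 568 in *Pparα* hep-/- only, 134 in *WT* and *Pparα* hep-/-, 131 in *WT* and *Pparα*-/-, 461 in both deletions only and 161 in all 3 genotypes. Lowered genes there numbered 899 in *WT* only, 768 in *Pparα* hep-/- only, 188 in *WT* and *Pparα* hep-/-, 180 in *WT* and *Pparα*-/-, 353 in both deletions only and 131 in all 3 genotypes.

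HFD-responsive probes in the authors' table without wash term at FDR 0.01 numbered 3682 in *WT*, 2438 in *Pparα* hep-/- and 4806 in *Pparα*-/- mice. HFD-sensitive probes there numbered 8795, with 7136 genes. Raised genes there numbered 341 in *Pparα* hep-/- only, 118 in *WT* and *Pparα* hep-/-, 148 in *WT* and *Pparα*-/-, 321 in both deletions only and 163 in all 3 genotypes. Lowered genes there numbered 552 in *Pparα* hep-/- only, 183 in *WT* and *Pparα* hep-/-, 219 in *WT* and *Pparα*-/-, 266 in both deletions only and 130 in all 3 genotypes.

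Further settings of the authors' table gave these HFD-sensitive probes. At FDR 0.001 they numbered 3845 with 3288 genes, and 3802 with 3254 genes without wash term. Without array weights they numbered 3239 with 2762 genes at FDR 0.01 and 885 with 778 genes at FDR 0.001. Without either they numbered 3502 with 2985 genes and 1001 with 875 genes, respectively. Bonferroni adjustment without wash term gave 1412 with 1246 genes, and 468 with 421 genes when array weights were left out too. With a single adjustment and neither term they numbered 7864 with 6407 genes, and with 1 array fewer and neither term 9536 with 7678 genes.

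With each array left out in turn, HFD-responsive probes ranged from 4610 to 6796 in *WT*, from 4202 to 7576 in *Pparα* hep-/- and from 6769 to 9185 in *Pparα*-/- mice. Without *Pparα* hep-/- CTRL replicate 4 there were 4436 and without *Pparα* hep-/- HFD replicate 6 there were 4202 in *Pparα* hep-/- mice. The interaction counts ranged from 2118, without *WT* HFD replicate 7, to 4518 between *WT* and *Pparα* hep-/- mice, from 3466 to 5509 between *WT* and *Pparα*-/- mice and from 550, without *Pparα* hep-/- HFD replicate 6, to 1408 between *Pparα* hep-/- and *Pparα*-/- mice. Without array weights the ranges of HFD-responsive probes were 2932 to 4754, 807 to 1915 and 2729 to 5532. The highest count of *Pparα* hep-/- mice among these, 1915, was without *Pparα* hep-/- CTRL replicate 1, and the lowest, 807, without *Pparα* hep-/- CTRL replicate 5. Interaction counts without weights ranged from 108, without *Pparα* hep-/- CTRL replicate 8, to 1109, from 1036 to 2619 and from 56, without *Pparα*-/- HFD replicate 8, to 299. The count of 1109 was without *Pparα* hep-/- CTRL replicate 1, that of 2619 without *WT* HFD replicate 6, that of 1036 without *Pparα*-/- HFD replicate 8 and that of 299 without *Pparα*-/- CTRL replicate 3.

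Of 33 HFD responses of the genes named in the paper's text, all kept their direction and side of the threshold in the authors' table and with either block, 32 with normexp background, the scaled processed signal, no wash term and batch removal, 30 without the filter, 26 with the 16 arrays of the genotype and 24 without array weights. The strict filter kept 29 of 30.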

Differences from the paper's values

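The settings of the authors' table other than its use with wash term and array weights were chosen after the values had been seen. The re-derived values are given first. A value within 1.5 times of the paper's is called near it.

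The alternatives set before the data were examined were normexp background, the scaled processed signal, the authors' table, no filter, the strict filter, no array weights, no wash term, batch removal before quantile normalization, the slide as a block, the replicate block, the 16 arrays of the genotype, a single adjustment over the 3 contrasts, FDR 0.01, the brightest probe and, for genes of 1 genotype or of both deletions, both interactions required.

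HFD-sensitive probes numbered 15379, against 8860 for the paper's. The count was near the paper's under no filter (10933), no array weights (7911), no wash term (12387), FDR 0.01 (8973) and the brightest probe (10756), and not under the remaining alternatives. HFD-sensitive genes numbered 11832, against 7173 for the paper's. They came near the paper's under no filter (8802), no array weights (6439), no wash term (9742), FDR 0.01 (7272) and the brightest probe (10756), and not under the remaining alternatives. Genes responsive in all 3 genotypes numbered 736, against 354 for the paper's. Near the paper's value were the counts with no filter (373), no wash term (477), FDR 0.01 (294) and the brightest probe (525), and those of the remaining alternatives were not. Genes responsive in *WT* mice only numbered 2854, against 1749 for the paper's. Within 1.5 times of the paper's were the counts with no filter (2248), no array weights (2450), no wash term (2506), the slide as a block (2572), the replicate block (2302), the 16 arrays of the genotype (2247) and FDR 0.01 (1877), and those of the remaining alternatives were not. Genes raised in *WT* mice only numbered 1436, against 922 for the paper's. The count was near the paper's under no filter (1145), no array weights (1201), no wash term (1272), the slide as a block (1302), the replicate block (1166), the 16 arrays of the genotype (1048), FDR 0.01 (984), the brightest probe (1336) and both interactions required (618), and not under the remaining alternatives.

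Genes lowered in *WT* mice only numbered 1418, against 827 for the paper's. They came near the paper's under the scaled processed signal (997), no filter (1103), no wash term (1234), the replicate block (1136), the 16 arrays of the genotype (1199) and FDR 0.01 (893), and not under the remaining alternatives. Genes raised in both deletions only numbered 1092, against 337 for the paper's. Near the paper's value were the counts with no filter (501) and FDR 0.01 (447), and those of the remaining alternatives were not. Genes lowered in both deletions only numbered 918, against 349 for the paper's. Within 1.5 times of the paper's were the counts with no filter (425) and FDR 0.01 (337), and those of the remaining alternatives were not. Genes lowered in *Pparα* hep-/- mice only numbered 1298, against 865 for the paper's. The count was near the paper's under normexp background (1295), the authors' table (1288), no filter (809), the strict filter (1256), no wash term (981), batch removal before quantile normalization (1047), the slide as a block (1086), the replicate block (1181), the 16 arrays of the genotype (1210), FDR 0.01 (763) and the brightest probe (1268), and not under the scaled processed signal, no array weights, a single adjustment and both interactions required. Genes raised in *Pparα*-/- mice only numbered 1750, against 1143 for the paper's. They came near the paper's under the scaled processed signal (1358), the strict filter (1630), no array weights (1250), the 16 arrays of the genotype (1649), a single adjustment (1658), FDR 0.01 (1284) and the brightest probe (1610), and not under the remaining alternatives.

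Genes responsive in *WT* and *Pparα*-/- mice only numbered 626, against about 310 in Fig. 3e, read by eye, for the paper's. Within 1.5 times of the paper's were the counts with no filter (420), FDR 0.01 (310) and the brightest probe (452), and those of the remaining alternatives were not. Genes responsive in *WT* and *Pparα* hep-/- mice only numbered 719, against about 430 in Fig. 3e, read by eye, for the paper's. The count was near the paper's under no filter (384), no wash term (439), the replicate block (629), the 16 arrays of the genotype (450), FDR 0.01 (328) and the brightest probe (618), and not under the remaining alternatives. Genes raised in all 3 genotypes numbered 353, against about 190 in Fig. 3e, read by eye, for the paper's. They came near the paper's under no filter (204), no wash term (236) and FDR 0.01 (163), and not under the remaining alternatives. Genes lowered in all 3 genotypes numbered 383, against about 170 in Fig. 3e, read by eye, for the paper's. Near the paper's value were the counts with no filter (169), no wash term (241), FDR 0.01 (131) and the brightest probe (229), and those of the remaining alternatives were not.

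On the CTRL diet 2061 genes were higher in *Pparα*-/- mice than in both other genotypes, against about 830 in Supplementary Fig. 1, read by eye, for the paper's, and 2262 were lower, against about 760 in Supplementary Fig. 1, read by eye. None of the alternatives run for these counts came near the paper's, FDR 0.01 included (1315 and 1493).

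Among the 25 settings chosen after seeing the values, 8 gave a number of HFD-sensitive probes near the paper's. They were the authors' table at FDR 0.01 (9017), without wash term at FDR 0.01 (8795), without array weights (7934), without either (8278), without either and with a single adjustment (7864), and without either and with 1, 2 or 4 arrays fewer (9536, 10633 and 11233). All 8 regions of the Venn diagram that the paper's text counts were near the paper's in 1 setting set before, FDR 0.01, and in 1 chosen after seeing the values, the authors' table at FDR 0.01. The paper's text states a threshold of 5%.

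The paper calls *Vnn1* responsive to the HFD in *WT* mice specifically. Here it rose in all 3 genotypes, by 2.39 in *WT* (adjusted p = 1.93e-05 from limma, 7 of 8 mice), 1.64 in *Pparα* hep-/- (adjusted p = 0.000349, 8 of 8) and 1.26 in *Pparα*-/- mice (adjusted p = 0.00539, 8 of 8), and neither interaction with *WT* mice passed. Without array weights it did not pass in *Pparα* hep-/- mice (adjusted p = 0.0525) and passed in *Pparα*-/- mice (adjusted p = 0.0494). The paper gives *Cyp4a14* as raised in *WT* mice only. Here it was also raised in *Pparα* hep-/- mice by 1.06 (adjusted p = 0.0283, 6 of 8 mice), though not without the filter, without array weights or with the 16 arrays of the genotype. The paper calls *Col1a1* specific to the deletions. Here its calls went the paper's way, but the interactions that would show a difference from *WT* mice did not pass (adjusted p = 0.128 and 0.369).

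The paper describes 4 clusters apart in *Pparα*-/- mice and 1 of both deletions apart from *WT* mice. Here 2 of 12 clusters were apart in *Pparα*-/- mice and 0 in both deletions, by a margin of 0.5 in mean z. The paper reports 5 clusters with a diet effect specific to genotype. Here 8 of 12 had one by the same margin. With 16 clusters 3 were apart in *Pparα*-/- mice. The paper gives ribosome and protein processing as lowered in *WT* mice specifically, by enrichment of KEGG categories among genes lowered there only. The values given next are mean changes of other gene lists, so the measures differ. Here ribosomal proteins also fell in *Pparα* hep-/- mice (adjusted p = 5.16e-07 from camera), and protein processing fell in *Pparα* hep-/- (adjusted p = 2.26e-06) and *Pparα*-/- mice (adjusted p = 2.52e-11), although less than in *WT* mice.

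Of the 15 genes in Supplementary Fig. 4b raised in *Pparα* hep-/- mice, 6 were called in *Pparα* hep-/- mice only, and of the 15 in Supplementary Fig. 5b lowered in *Pparα*-/- mice, 7 were called in *Pparα*-/- mice only. These tallies go against the listing. Other tallies go with it, at 11 of 15 genes lowered in Supplementary Fig. 4b and 9 of 15 raised in Supplementary Fig. 5b. Called as listed were also 10 of 15 raised and 13 of 15 lowered genes of Fig. 4b, and 15 of 16 of Fig. 5c. In Supplementary Fig. 1b 1 gene shown as lower and 1 shown as higher in *Pparα*-/- mice were called the other way against *WT* mice.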

Other observations

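The tests with random signs, the X chromosome and the settings near the paper's counts were chosen after the results had been seen.

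Random grouping of the mice could be excluded for the HFD response of each genotype, with 1 of 100 splits as large, the real one, and for *Pparα*-/- against *WT* and against *Pparα* hep-/- mice on the CTRL diet, with 1 of 40. It could also be excluded for the closeness of the 2 deletions' responses, 1 of 100. Without array weights 2 of 100 splits of the *Pparα* hep-/- mice, the real one included, had as many probes called.

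Array weights raised the number of HFD-responsive probes, most of all in *Pparα* hep-/- mice. Where the signs of the deviations of the mice were drawn at random, 24 of 60 contrasts had any call with weights and 11 without, so some calls may come from the weights where there is no difference. The highest count among these was 1999, below the counts of each genotype, which argues against the weights as the source of all calls. In simulated data at most 6.34% of calls were false with weights, so how many calls come from the weights cannot be told apart, because the simulation follows the weights and random signs and evenly mixed splits answer differently. The evenly mixed splits had at most 3 calls. Splits with 6 mice of one diet on a side reached 1213 in *WT*, 1169 in *Pparα* hep-/- and 5028 in *Pparα*-/- mice. The same splits had 0, 0 and 54 without weights. With 5 mice of one diet on a side, a split of the *WT* mice reached 612. With 5 mice of one genotype on a side, a split of the *Pparα*-/- and *WT* CTRL mice reached 4509. Both had 0 without weights. The median of the splits other than the real one was 0 with weights in both comparisons. Such splits keep part of the real grouping, so they do not decide how many calls come from the weights. For the interactions 6 of 60 contrasts with random signs had any call, with at most 449.

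The contrasts of *Pparα*-/- with *WT* and with *Pparα* hep-/- mice on the CTRL diet share the *Pparα*-/- mice. Their log2 fold changes correlated at r = 0.7301 across genes, which are not independent replicates, against a median of 0.485 and a highest value of 0.7812 where the signs were random. The shared group can thus give a correlation of this size.

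Genes specific to *Pparα*-/- mice on both diets with a log2 change of at least 1 numbered 263. They held 23 neighbouring pairs, or 15 with pairs of one gene family left out, against a highest number of 11 in 10000 random lists. Families of neighbouring genes thus do not account for the excess, since p with these left out was 1e-04, the smallest that the random lists can give. Within 20 Mb of *Ppara* 0.637% of genes were specific, against 1.22% elsewhere (Fisher's exact p = 0.261), which argues against a segment around the targeted gene. Linked differences of genetic background elsewhere cannot be told apart from shared regulation by the 15 pairs, because genes that answer the HFD also had more pairs than random lists, 37 against at most 32. The 18 genes specific to *Pparα* hep-/- mice held 0 pairs. On the X chromosome 1 of 765 genes was specific, against 262 of 21092 elsewhere, and Fisher's exact test times the 21 chromosomes gave 0.0393. Chance cannot be told apart from fewer such genes on that chromosome, because the test takes genes as independent and the specific genes lie next to each other more often than random lists. No biological explanation was tested.

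Markers of white adipocytes rose in *WT* mice on the HFD by a mean of 0.608 without passing in camera (adjusted p = 0.0564), though they passed in fry. *Adipoq* was well above background on 0 of 8 *WT* HFD arrays and 2 of all 48, which argues against adipose tissue in the samples. *Plin1* was so on 6 of 48, *Cfd* on 34 and *Lep* on 48. The study's figures name 2 of the 12 markers. In *Pparα* hep-/- and *Pparα*-/- mice the adjusted p was 0.587 and 0.616.

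Male-biased liver genes, 6 of 21 of which the study's figures name, fell in *Pparα*-/- mice by a mean of 1.31 on the log2 scale (adjusted p = 9.04e-12 from camera) and changed by -1.04 in *Pparα* hep-/- (adjusted p = 2.69e-06) and by -0.236 in *WT* mice (adjusted p = 0.292). Female-biased genes, 4 of 21 named there, had an adjusted p of 0.12 in *Pparα*-/-, 0.0532 in *Pparα* hep-/- and 0.144 in *WT* mice. A loss of the male pattern in *Pparα*-/- mice cannot be told apart from a fall of male-biased genes alone, because the female-biased genes decide nothing at 0.12. The arrays with *Xist* above background and no gene of the Y chromosome numbered 0, which argues against a female mouse in a group.

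Clock genes high before the dark phase had an adjusted p of 0.157 in *WT*, 0.719 in *Pparα* hep-/- and 0.124 in *Pparα*-/- mice, and those low at that time 0.0813, 0.454 and 0.843. Another time of day at sampling cannot be told apart from none, because the lists are short and the lowest value was 0.0813.

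Oxidative phosphorylation rose in *WT* mice by a mean of 0.0927 (adjusted p = 5.86e-09) and in *Pparα* hep-/- mice by 0.0314 (adjusted p = 0.0222, not passed in fry and reversed under the scaled processed signal), and not in *Pparα*-/- mice (adjusted p = 0.397). Peroxisome biogenesis rose in *WT* mice by 0.261 (adjusted p = 2.86e-07), and in *Pparα* hep-/- mice its mean of 0.0761 and its median of -0.00137 differed in sign (adjusted p = 0.292). In *Pparα*-/- mice its adjusted p was 0.361. Neutrophil markers rose in *Pparα*-/- mice by 0.452 (adjusted p = 0.034, not passed in fry). In *WT* mice the test's direction was up while their mean was -0.0022 and their median -0.0215 (adjusted p = 0.798). Pancreas markers had an adjusted p of 0.843, 0.125 (passed in fry) and 0.709 in *WT*, *Pparα* hep-/- and *Pparα*-/- mice. Their mean was -0.0706 and their median 0.0516 in *WT* mice, and these were 0.0462 and -0.0102 in *Pparα*-/- mice. Red blood cell markers had an adjusted p of 0.212, 0.953 and 0.983, with a test direction of down and a mean of 0.0765 in *Pparα*-/- mice.

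*Fgf21* (chromosome 7 of mm9, 52869305 to 52869364) rose on the HFD in *Pparα*-/- mice by 2.53 (standard error 0.38, adjusted p = 5.99e-06 from limma, 8 of 8 mice and no overlap, with the probe well above background on 1 of 8 CTRL arrays, which limits the size of the rise) and in *Pparα* hep-/- mice by 1.25 (adjusted p = 0.0113, 6 of 8), and changed by -0.11 in *WT* mice (adjusted p = 0.899). The call in *Pparα* hep-/- mice was lost without array weights (0.70, adjusted p = 0.542), without the filter, without the wash term and without *Pparα* hep-/- CTRL replicate 4 (adjusted p = 0.0592). Its response was lower in *WT* than in *Pparα* hep-/- mice by -1.37 (adjusted p = 0.106).

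The replicate numbers of the labels do not pair mice, since 5 of 24 pairs of groups correlated at more than 0.1 and the median was -0.0281.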
